# Transcriptional trajectories of anther development provide candidates for engineering male fertility in sorghum

**DOI:** 10.1038/s41598-020-57717-0

**Published:** 2020-01-21

**Authors:** Namrata Dhaka, Kushagra Krishnan, Manu Kandpal, Ira Vashisht, Madan Pal, Manoj Kumar Sharma, Rita Sharma

**Keywords:** Transcriptomics, Pollen

## Abstract

Sorghum is a self-pollinated crop with multiple economic uses as cereal, forage, and biofuel feedstock. Hybrid breeding is a cornerstone for sorghum improvement strategies that currently relies on cytoplasmic male sterile lines. To engineer genic male sterility, it is imperative to examine the genetic components regulating anther/pollen development in sorghum. To this end, we have performed transcriptomic analysis from three temporal stages of developing anthers that correspond to meiotic, microspore and mature pollen stages. A total of 5286 genes were differentially regulated among the three anther stages with 890 of them exhibiting anther-preferential expression. Differentially expressed genes could be clubbed into seven distinct developmental trajectories using K-means clustering. Pathway mapping revealed that genes involved in cell cycle, DNA repair, regulation of transcription, brassinosteroid and auxin biosynthesis/signalling exhibit peak expression in meiotic anthers, while those regulating abiotic stress, carbohydrate metabolism, and transport were enriched in microspore stage. Conversely, genes associated with protein degradation, post-translational modifications, cell wall biosynthesis/modifications, abscisic acid, ethylene, cytokinin and jasmonic acid biosynthesis/signalling were highly expressed in mature pollen stage. High concurrence in transcriptional dynamics and *cis*-regulatory elements of differentially expressed genes in rice and sorghum confirmed conserved developmental pathways regulating anther development across species. Comprehensive literature survey in conjunction with orthology analysis and anther-preferential accumulation enabled shortlisting of 21 prospective candidates for in-depth characterization and engineering male fertility in sorghum.

## Introduction

Sorghum, grown widely for food, feed, and forage, is a gluten-free substitute for staple grains, and a promising feedstock for biofuels^1^. It exhibits huge phenotypic and morphological diversity in key agronomic traits including photoperiod sensitivity, biomass, grain yield, disease resistance, abiotic stress tolerance etc., with considerable scope for genetic enhancement of cultivated sorghum. However, sorghum is a self-pollinated crop with 75 to 95% rate of self-pollination observed under natural conditions with outcrossing rates varying with panicle type, distance between plants, wind direction, etc^2,3^. Therefore, overcoming reproductive constraints is a major challenge to utilize sorghum diversity for breeding programs.

Plant breeders have been using cytoplasmic (CMS) and nuclear male sterility (NMS) systems to take advantage of hybrid vigour in many self-pollinated crop species^4^. While CMS, caused by specific nuclear and mitochondrial genetic interactions, is maternally inherited; NMS results due to defects in nuclear genes usually inherited as a recessive trait^5^. Studies in rice suggest that hybrids produced through NMS give higher yields and germplasm utilization efficiency with better genetic stability under diverse environmental conditions as compared to those produced through CMS^6^. However, hybrid production in sorghum exclusively relies on the CMS system where male sterile line is crossed with an identical male fertile line leading to hybrids with sterile seeds. These are then crossed with a restorer line to restore fertility^5^. This entire process is very time consuming and laborious. Also, repeated use of cytoplasm from male-sterile line is detrimental for plant fitness and adaptability in the long run^6^. Although NMS is an easier alternative, there is paucity of information about NMS-related genes in sorghum^7^. So far, only one NMS mutant *ms8* has been characterized in sorghum that can be visually identified due to shorter anthers lacking pollen^8^. Leveraging NMS system in sorghum needs active exploration of anther transcriptome, followed by identification of key genes regulating male fertility.

Christensen^9^ used light and electron microscopy to examine developmental progression of sporogenous tissue to mature pollen in sorghum anthers. However, transcriptional dynamics in sorghum anthers remain unexplored. In this study, we identified key landmark events and generated a transcriptional landscape from three successive stages of sorghum anther development using RNA sequencing. A total of 1.08 billion high quality reads were generated from nine libraries with an average read length of 100 bp. Out of 31871 genes expressing in sorghum anthers, 5286 genes differentially expressed in different stages of anther development, were categorized into seven distinct transcriptional trajectories based on their expression patterns. Pathway analysis and mapping of orthologs, from model species rice and *Arabidopsis*, highlighted conserved as well as unique genetic components underlying progression of male gametophyte development in sorghum. The shortlisted candidates provide important targets for engineering male sterility in sorghum.

## Results and Discussion

### Anther staging and global dynamics of gene activity

Length of anthers is tightly correlated with the key developmental events in sorghum^9^. Leveraging this information, we collected sorghum anthers at three temporal stages corresponding to three distinct landmark stages viz., meiotic to tetrad (A1; <1.5 mm), tetrad to microspore (A2; 1.6–2.0 mm), and mature pollen (A3; 2.5–3.0 mm). The position of flag leaf was used as a visual indicator to identify the stage of panicle development (Fig. 1). Concurrently, anthers were sampled from panicles collected from various stages of pre-emergence and post emergence panicle for microscopic analysis. In agreement with the earlier report^9^, microscopic analysis confirmed meiotic stages and tetrads in stage A1. Stage A2 contained microspores, whereas, anthers at stage A3 harboured mature engorged pollen (Fig. 1).

**Figure 1:**
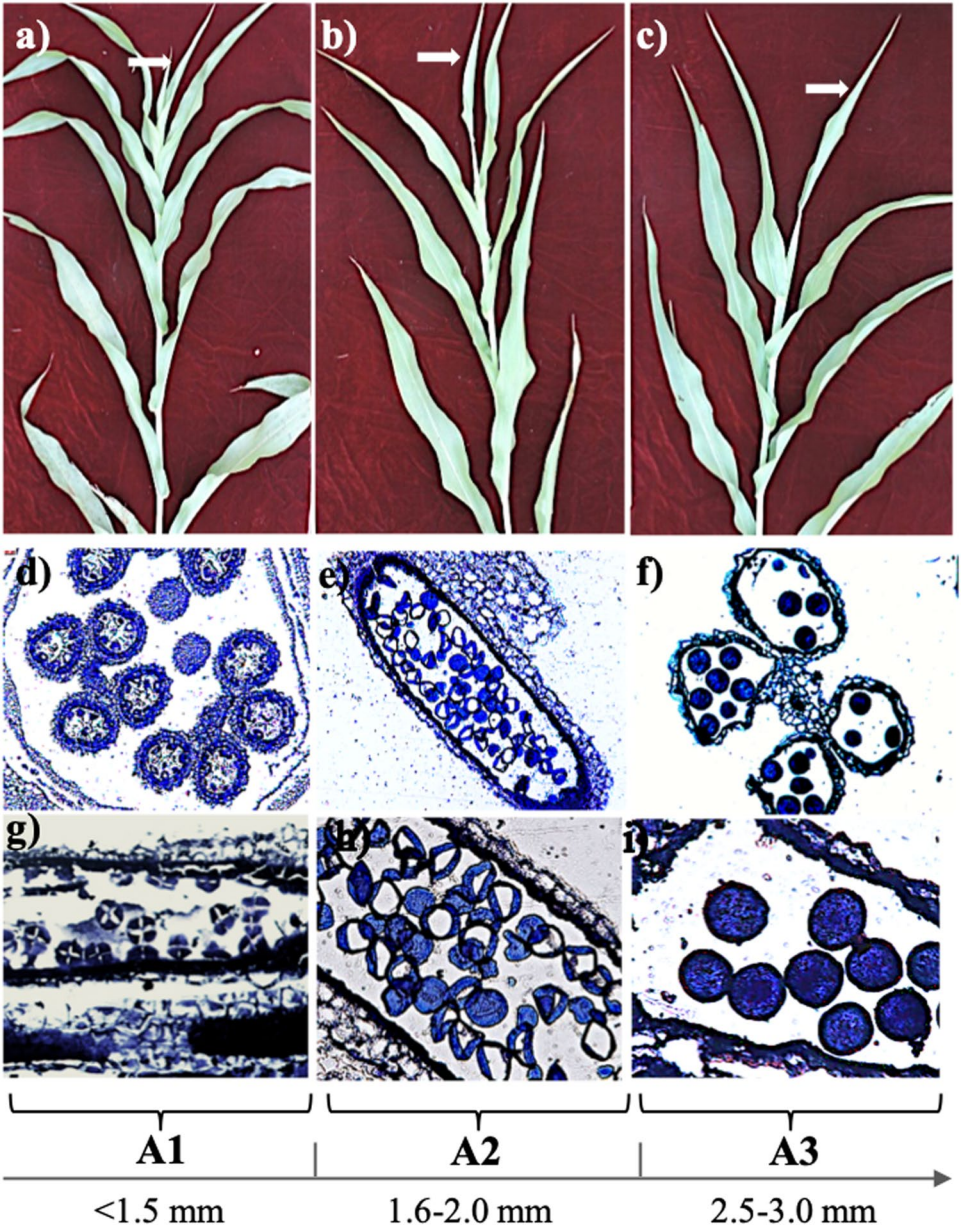
Staging of sorghum anthers. The position of flag leaf, shown by a white arrow, varying from partial to complete emergence in (**a**) A1, (**b**) A2, and (**c**) A3 stages was used as indicator of stage of development. Sections of florets representing A1 (**d**,**g**), A2 (**e**,**h**) and A3 (**f**,**i**) stages at 100× and 400× magnification, respectively.

Sequencing of nine libraries (three replicates from each stage) yielded >1.12 billion paired-end reads. 

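Whole sorghum anthers were sequenced at 3 stages, with 3 replicate libraries per stage. Stage A1 held meiocytes and tetrads in anthers of up to 1.5 mm, A2 held microspores in anthers of 1.6 to 2.0 mm, and A3 held mature pollen in anthers of 2.5 to 3.0 mm. The values analysed here are FPKM, with the replicates of each stage combined by the authors into a single value per locus. No difference between stages computed here therefore has a replicate error or a test behind it. The differentially expressed genes of the paper, those of Table 1 among them, passed its own cuffdiff test with a q value limit. The authors removed low-quality and rRNA reads (Bowtie2 2.2.9), aligned the rest with STAR to the Phytozome genome of Sorghum bicolor and estimated expression with StringTie 1.3.3b and cuffdiff. The table lists 40082 loci, of which 33115 carry at least 1 gene ID and 6967 carry none. Its FPKM sum to 638053 in A1, 672303 in A2 and 815871 in A3. Read counts are not part of it, and the depth known here is that of the paper's Table S1, with 98254091 to 121246890 aligned reads per library in A1, 72418137 to 142067324 in A2 and 74960985 to 110112530 in A3. Folds and log2 values were computed after adding 0.5 to each FPKM, and no fold is given where a stage is listed at 0. Positions refer to genome version v3.0.1. Gene functions come from Table 1, from the text, or from the rice and Arabidopsis matches that Table S3A lists for the 1594 differentially expressed genes of chromosomes 1 and 2, which is the part of that table used here.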

After filtering at Q30 and adapter trimming, 1.08 billion high-quality reads were obtained. These reads were further filtered to remove rRNA and finally >961 million high-quality reads could be aligned to the sorghum genome (Phytozome V12 Sbicolor 313 v3.0.1; Table S1). A total of 32891 unique genes were determined by using STAR alignment. Fragments per kilobase per million reads (FPKM) were determined for all the unique transcripts. 

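Among genes with a described match, the calreticulin gene Sobic.002G090500, coding for a calcium-binding chaperone of the endoplasmic reticulum, stood among the most abundant in A1 and A2 with 2624 FPKM in A1, 1950.5 in A2 and 489.6 in A3. The copper/zinc superoxide dismutase gene Sobic.001G371900 reached 938 FPKM in A1, 661 in A2 and 318 in A3. In A3 the abundant ones included the auxin-repressed protein gene Sobic.001G191200 (10.6, 153 and 1277 FPKM in A1, A2 and A3) and the dehydrin gene Sobic.001G149500 (115, 99.1 and 858 FPKM). With a stage value above 0 as the criterion, 29334 gene IDs were expressed in A1, 29536 in A2 and 29469 in A3, and the 3 stages together held 31871. With a minimum of 1 FPKM these counts were 17643, 18006, 18655 and 20929.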

A total of 31871 genes with FPKM >0, in all three replicates of at least one anther stage, were considered as expressed. The expression of these genes was highly correlated among the biological replicates of each stage, with an average Spearman’s correlation coefficient of 0.91 among biological replicates (Table S2). 

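Genes found in a single stage were nearly all of low abundance. Of 556 gene IDs above 0 in A1 alone, 3 reached 1 FPKM, among them Sobic.004G033600 at 7.93 FPKM. Of 674 in A2 alone, 5 did so, led by Sobic.009G185601 at 3.88 FPKM. In A3 alone, 90 of 1048 IDs were at 1 FPKM or more and 12 at 10 FPKM or more. They included Sobic.002G260100 at 235 FPKM, the expansin gene Sobic.001G539700 (matching Arabidopsis expansin B2, a wall-loosening protein) at 16.3 FPKM and the dirigent-like gene Sobic.002G005500 at 9.53 FPKM. The median of the highest stage value was 0.0127 FPKM in the A1-only, 0.0125 in the A2-only and 0.0314 in the A3-only set. A total of 26875 IDs were above 0 in all 3 stages. Without read counts, whether a listed 0 means absence of a transcript cannot be told. With a minimum of 1 FPKM in place of above 0, 227 IDs were found in A1 alone, 443 in A2 alone, 2509 in A3 alone and 15625 in all 3.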

Among the 31871 genes, 26870 genes expressed in all three stages, while 556, 674, and 1050 genes each were unique to A1, A2, and A3 stages, respectively (Fig. 2a). 

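Anthers with meiocytes and anthers with microspores shared 1172 gene IDs that were listed at 0 in A3. Sobic.010G259400 was at 2.80, 122 and 0 FPKM in A1, A2 and A3, and the GDSL lipase gene Sobic.002G346700 at 0.135, 8.77 and 0 FPKM. A further 815 IDs were above 0 in A2 and A3 alone, with the invertase/pectin methylesterase inhibitor gene Sobic.001G024300 at 0, 0.0643 and 35.5 FPKM. The most abundant of the 731 IDs above 0 in A1 and A3 alone were high in A3 with a trace in A1. Examples are Sobic.007G167000 (0.210, 0 and 578 FPKM) and the pollen Ole e 1 allergen gene Sobic.002G140500 (0.0420, 0 and 82.3 FPKM). Most members of these sets were of low abundance. Their median highest stage value was 0.0337 FPKM for A1 and A2, 0.0434 for A2 and A3 and 0.0429 for A1 and A3. At least 1 FPKM in some stage was reached by 109, 99 and 114 IDs in that order. With a minimum of 1 FPKM in place of above 0, 1604 IDs were in A1 and A2 alone, 334 in A2 and A3 alone and 187 in A1 and A3 alone.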

Comparative analysis revealed maximum overlap between A1 and A2 stages with 1172 genes expressing in these two stages, 817 genes common in A2 and A3 stages, while 732 genes were common in A1 and A3 stages (Fig. 2a). Analysis of transcript abundance in all three stages revealed 66.2 to 67.5% genes exhibiting low expression (FPKM >0 to ≤10), 28.9 to 29.7% genes with moderate expression (FPKM >10 to ≤100), whereas, merely 3.5 to 4.1% genes showed high expression with FPKM >100 (Fig. 2b). 

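Genes above 100 FPKM numbered 1078 in A1 (3.67% of those expressed), 1041 in A2 (3.52%) and 1207 in A3 (4.10%). The class above 10 and up to 100 FPKM held 28.9%, 29.0% and 29.7% of the expressed genes in A1, A2 and A3, and the class up to 10 FPKM held 67.4%, 67.5% and 66.2%. Some loci sat in the top class in every stage, among them Sobic.004G303466 with 3990.3 FPKM in A1, 3699.7 in A2 and 4107 in A3 and Sobic.004G120150 with 3288 FPKM in A1, 3287 in A2 and 4402 in A3. Others crossed classes, such as Sobic.005G118700 with 3028, 2849 and 1.51 FPKM in A1, A2 and A3.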

Evidently, A3 stage containing mature pollen contains largest number of unique transcripts and genes with high abundance.

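The named locus with the highest value in A3 was Sobic.006G059400, on chromosome 6 from 40853740 to 40854275, with 0.603 FPKM in A1, 0.0139 in A2 and 15282 in A3. Also nearly confined to A3 were Sobic.003G413400 (4.66, 2.23 and 9908 FPKM), Sobic.009G149100 (0.777, 0.244 and 9096 FPKM) and Sobic.003G206200 (0.263, 1.11 and 7993 FPKM), all under 5 FPKM in A1 and A2. The 100 loci with the highest values held 22.8% of the summed FPKM in A1, 27.0% in A2 and 31.5% in A3.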

**Figure 2:**
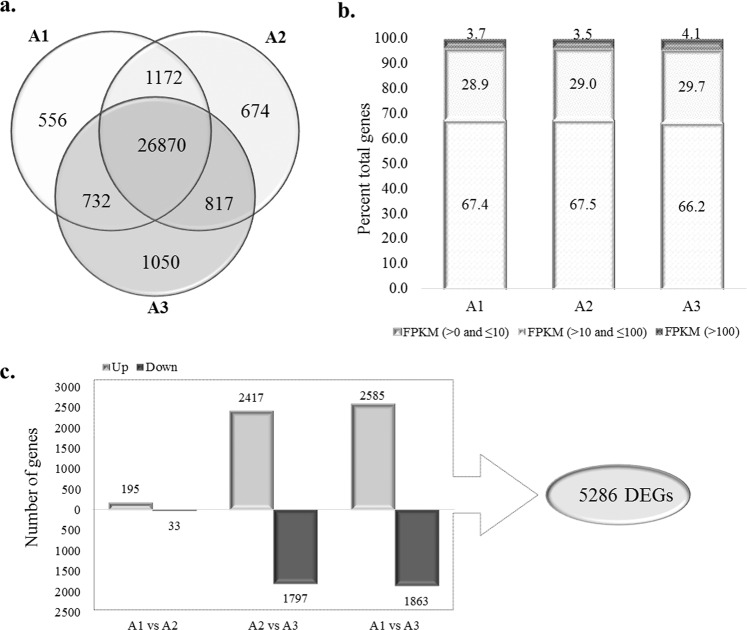
Expression dynamics of sorghum anthers. (**a**) Venn diagram showing overlap between expressed genes in all three stages; (**b**) Distribution of FPKM range in all three stages of anther development and (**c**) Results of differential expression analysis.

Pairwise differential expression analysis between all three stages resulted in a set of 5286 differentially expressed genes (DEGs) with ≥2-fold change at q value ≤0.05 (Fig. 2c). Among all comparisons, highest number of DEGs were in the A3 stage with 4448 genes (2585 up and 1863 downregulated) differentially expressed compared to A1 stage and, 4214 (2417 up and 1797 down regulated) genes differentially expressed in comparison to A2 stage. 

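Among described genes with the largest gains in A3, the beta-glucosidase gene Sobic.001G089300 stood at 0.0400, 0.0301 and 279 FPKM in A1, A2 and A3, the aldose epimerase gene Sobic.001G355300 at 0.0886, 0.0677 and 206 FPKM and the oleosin gene Sobic.001G126900, coding for a coat protein of oil bodies, at 0.295, 0.268 and 147 FPKM. The beta-amylase gene Sobic.001G226600 (0.613, 0.159 and 136 FPKM) and the Aux/IAA gene Sobic.001G056100 (1.27, 1.69 and 328 FPKM) had the same direction. Genes lower in A3 included Sobic.001G438400, matching an Ole e 1 family protein, with 1466, 1128 and 1.04 FPKM, the lipid transfer protein gene Sobic.001G200800 (rice LTPL160) with 333, 489 and 1.68 FPKM and the thaumatin-like gene Sobic.001G449200 with 156, 111 and 0.840 FPKM. Over the 30776 loci with a gene ID and a value above 0 in some stage, 5341 were at least 2-fold higher and 3877 at least 2-fold lower in A3 than in A1, and 5067 were higher and 3868 lower in A3 than in A2. These counts use the fold alone. All A3 libraries share a project code that most A1 and A2 libraries do not carry. Libraries A1_3 and A2_3 carry it too. In the matrix of the paper's Table S2, which differs from its list of pairs for A1, they correlate with A3 libraries at 0.674 to 0.749. With the other libraries of their own stage, of another project, the correlations are 0.847 to 0.954. For these libraries, the values argue against the project as the main source of the difference of A3 across genes. For a single gene the project cannot be told apart from the stage, because the replicates were combined. In the paper's Table S1, 2 of the 3 A3 libraries had 7.98% and 8.87% rRNA reads, against 0.25% to 2.93% in all other libraries.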

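Among described genes with the largest gains from meiosis to microspores, the lipid transfer protein gene Sobic.002G129800 (rice LTPL62) was 113-fold higher in A2 than in A1 (0.172, 75.3 and 3.43 FPKM in A1, A2 and A3), the family 10 glycosyl hydrolase gene Sobic.001G466400 was 57.1-fold higher (0.176, 38.1 and 0.0628 FPKM) and the aspartyl protease gene Sobic.002G222700 was 31.3-fold higher (5.18, 177 and 0.347 FPKM). The RING and CHY zinc finger gene Sobic.001G505300 (8.78, 243 and 3.83 FPKM) and the glycosyltransferase gene Sobic.001G459700 (0.851, 31.3 and 0.0636 FPKM) also peaked in A2. Lower in A2 than in A1 were the jacalin-like lectin gene Sobic.002G093700, by 8.09-fold (23.6, 2.48 and 0.104 FPKM), the ABC transporter gene Sobic.002G234400 (matching white-brown complex 11, 3.18, 0.418 and 0.780 FPKM) and the aldo/keto reductase gene Sobic.001G275200 (24.8, 7.13 and 0.250 FPKM). By fold alone, 896 loci were at least 2-fold higher and 228 at least 2-fold lower in A2, which is 3.65% of the loci compared. With a pseudocount of 0.1 in place of 0.5, 1419 were higher and 548 lower.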

The A1 and A2 stages shared transcriptional repertoire with only 228 genes differentially expressed (195 up and 33 down regulated) in A2 with respect to A1 (Fig. 2c). These results further confirm that mature pollen stage has more complex and distinct expression profile compared to early developmental stages. 

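Expression in A1 and A2 was ordered nearly alike, with a Spearman coefficient of 0.970 across 30776 loci. The coefficient was 0.816 between A1 and A3 and 0.809 between A2 and A3. Over the 18382 loci with a mean FPKM of at least 1, it was 0.969 for A1 and A2. Over the same loci it was only 0.598 for A1 and A3 and 0.601 for A2 and A3. Loci are not independent replicates, so these coefficients describe the stages and carry no test. Among abundant A3 transcripts, the nucleoside diphosphate kinase gene Sobic.002G306900 had 73.7 FPKM in A1, 40.8 in A2 and 1175 in A3, the translation initiation factor SUI1 gene Sobic.002G324200 had 231 FPKM in A1, 226 in A2 and 1153 in A3, and the lipid transfer protein gene Sobic.002G129600 (rice LTPL50) had 1.71 FPKM in A1, 4.17 in A2 and 892 in A3. A fold of at least 2 in some comparison was found at 10351 loci, with 29.0% of all loci differing between A2 and A3 and 30.0% between A1 and A3. The paper concludes that expression with mature pollen is more complex and distinct than at the earlier stages. It draws on the larger number of differentially expressed genes in A3 than between A1 and A2. Before that it points to the A3 numbers of unique transcripts and of highly abundant genes.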

Further, we used the publicly available data from 47 sorghum RNA-sequencing experiments in Phytozome to identify anther-preferential genes. After filtering genes with FPKM ≥1 in any of the vegetative or seed tissues, 890 of the differentially expressed genes were found to exhibit anther-preferential accumulation. These play role in regulating cell division, cell wall, development, DNA repair & synthesis, transcription, transport, stress, signalling and metabolic processes including amino acid, carbohydrate, lipid and protein metabolism (Table S3A).

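Of the 1594 differentially expressed genes of chromosomes 1 and 2, the paper's Table S3A marks 236 (14.8%) as anther specific. By group size, they were 43.6% of group 7 (17 genes), 38.6% of group 3 (22), 30.6% of group 4 (15), 14.6% of group 5 (24), 13.9% of group 6 (94), 10.6% of group 2 (62) and 8.70% of group 1 (2). Examples from group 2 are the cyclin gene Sobic.002G335900 (matching cyclin D6, a regulator of cell division) with 20.7 FPKM in A1, 22.0 in A2 and 1.16 in A3 and the ankyrin repeat gene Sobic.002G157400 with 33.2 FPKM in A1, 26.6 in A2 and 0.297 in A3. From group 6, the ubiquitin fusion gene Sobic.002G308900 had 0.628 FPKM in A1, 0.399 in A2 and 218 in A3. The vegetative and seed tissues behind this mark were not analysed here.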

### Dominant patterns of gene activity and associated genes/pathways

Identification of dominant expression patterns associated with developmental progression is a key step in deciphering co-regulated gene clusters. A total of sixteen clusters were obtained from 5286 DEGs using K-means clustering. Subsequently, gene clusters that only differed in the magnitude of expression were combined together resulting in seven distinct transcriptional trajectories, referred hereafter, as ‘groups 1–7’ (Fig. 3, Table S3). 

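Each locus with a fold of at least 2 in some comparison was assigned to the shape that its log2 values followed best. High expression in the mature pollen stage alone (the shape of group 6) was the most frequent, with 4869 loci. High expression in meiotic and microspore stages (group 2) came next with 3429. A decline from A1 onwards (group 1) was found for 657 loci, a stepwise increase (group 5) for 595 and a peak in A2 (group 3) for 556. An increase at A2 that was kept in A3 (group 7) was found for 146 loci and a dip in A2 (group 4) for 99. Applied to the 1594 genes of chromosomes 1 and 2, the rule gave the paper's group for 1395 (87.5%). By group these were 23 of 23 genes in group 1, 532 of 587 in group 2, 47 of 57 in group 3, 9 of 49 in group 4, 99 of 164 in group 5, 674 of 675 in group 6 and 11 of 39 in group 7. With 1 FPKM in place of each 0 and no pseudocount, the numbers were 23, 548, 42, 33, 144, 674 and 33 in that order. That setting was chosen after the data were seen and makes both changes at once. In group 5 only 16 genes had a 0. This rule stands in for the K-means clusters and their merging in the paper.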

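The 4 genes named here were below 10 FPKM in A1 and lower in both later stages. The AMP-binding ligase gene Sobic.001G189300, on chromosome 1 from 16735178 to 16740816, had 3.63 FPKM in A1, 0.121 in A2 and 0.155 in A3, a 6.65-fold lower value in A2. Sobic.004G189500 had 7.70, 1.14 and 0.960 FPKM in A1, A2 and A3, and Sobic.006G034300 had 1.97, 0.0761 and 0.125 FPKM. Sobic.004G033500, on chromosome 4 from 2696108 to 2698392, had 1.87 FPKM in A1 and was listed at 0 in A2 and A3.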

Only four genes (Sobic.001G189300, Sobic.004G189500, Sobic.006G034300 and Sobic.004G033500) showed decrease in expression from A1 to A2 stage with no significant difference in A3 stage. Likely due to small number, these were clubbed with group 1 during clustering.

**Figure 3:**
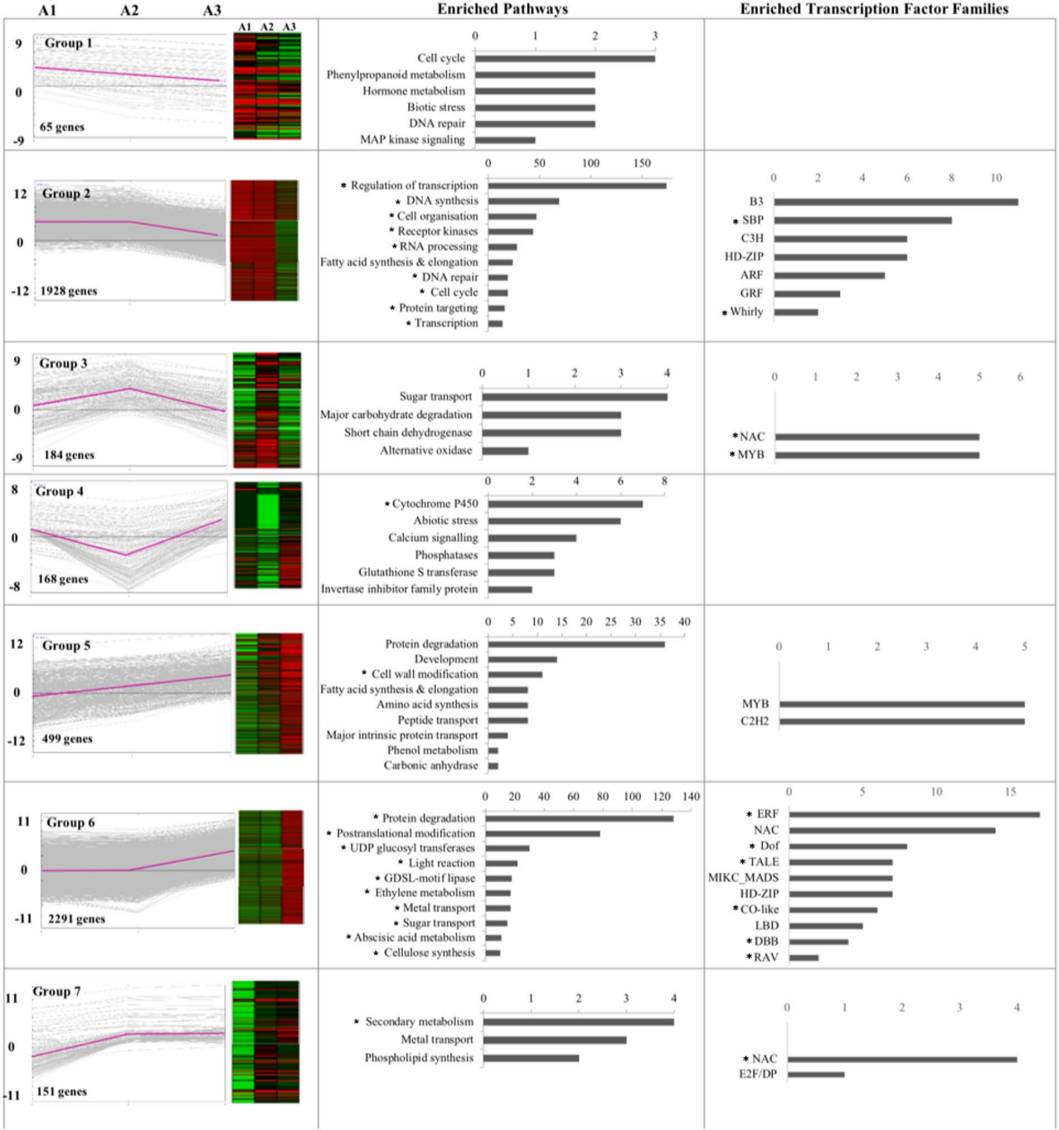
Dominant patterns exhibited by differentially expressed genes (DEGs), and enriched pathway sub-categories and transcription factor families. Grouping of DEGs was done based on K-means clustering and identification of enriched pathway sub-categories and transcription factor families was carried out using hypergeometric test (p-value ≤ 0.05). Top 10 pathway sub-categories have been shown for the groups containing more than 10 pathways. The asterisks are used to mark the sub-categories for which the p-value for enrichment was significant after multiple correction with Benjamini-Hochberg test (FDR < 0.05).

It is noteworthy that ~80% of the genes belonged to groups 2 and 6, with uniform expression levels in meiotic (A1) to post-meiotic (A2) stages followed by either decline (group 2) or increase (group 6) in the mature pollen (A3) stage. 

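Genes kept at a like level in A1 and A2 and then moved at A3 dominated. Of 587 group 2 genes on chromosomes 1 and 2, 568 lay within 2-fold between A1 and A2, and 546 were at least 2-fold lower in A3 than in A2. In group 6, 672 of 675 lay within 2-fold between A1 and A2, and 661 were at least 2-fold higher in A3. The median log2 of A3 over A2 was -1.84 in group 2 and 2.42 in group 6. The paper formed its groups by clustering these same values, so counts within a group largely restate its shape and are no separate evidence. Both groups together hold 1262 of the 1594 genes (79.2%), and their shapes fit 8298 of the 10351 loci with a fold of at least 2 (80.2%). These loci passed a fold alone, without the q value limit of the paper. The share depends on the rule, with 77.0% at a pseudocount of 0.1, 87.9% with 2-fold steps and 91.1% with K-means in 16 clusters.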

To investigate the functional relevance of these patterns, we used MapMan to map the genes belonging to all seven groups onto biological pathways. Out of 5286 DEGs, 4221 genes mapped to 34 MapMan pathways. Also, 337 of the DEGs mapped to transcription factors. Analysis of over-enrichment of all sub-categories of pathways and transcription factor families was performed using hypergeometric test with a p value cut-off of ≤0.05 and FDR <0.05 (Tables S4 and S5). The detailed functional assessment of each group is elaborated below:

#### Group 1 genes putatively regulate male meiosis

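A histone gene, Sobic.002G210200 on chromosome 2 from 60320549 to 60321365, had 595 FPKM in A1, 330.3 in A2 and 164 in A3. It is 1 of 2 group 1 genes on chromosomes 1 and 2 that map to chromatin or DNA synthesis. The other, the origin recognition complex gene Sobic.002G385400 (rice ORC6), which helps to start DNA replication, had 6.43 FPKM in A1, 3.38 in A2 and 1.25 in A3. Across 23 genes of the group on chromosomes 1 and 2, the median was 10.4 FPKM in A1, 5.76 in A2 and 1.91 in A3. The decline was mild at each step, and 6 of the 23 were at least 2-fold lower in A2 than in A1 and 8 in A3 than in A2.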

Group 1 contains 65 genes with peak expression in the meiotic (A1) stage that gradual declines in post-meiotic microspore (A2) and mature pollen (A3) stages (Fig. 3). Pathway mapping revealed several genes mapping to cell cycle, biotic stress, DNA repair, hormone metabolism, phenylpropanoid metabolism, and MAP kinase signalling pathways in this group (Fig. 3, Table S4). 

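Sobic.002G263000, on chromosome 2 from 64795534 to 64803208, was at 74.8, 51.0 and 28.2 FPKM in A1, A2 and A3, and Sobic.002G158300 at 32.6, 20.7 and 10.6 FPKM. Sobic.004G204400 was lower in A2 already, with 1.51, 0.212 and 0.160 FPKM. Sobic.003G347100 was at 8.19, 4.72 and 0 FPKM, its A3 value being listed at 0. Sobic.003G211300 was listed at 0 in A1 and had 1.45 FPKM in A2 and 1.06 in A3.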

Five of the genes in this group exhibit anther-preferential expression (Sobic.002G158300, Sobic.002G263000, Sobic.003G211300, Sobic.003G347100, Sobic.004G204400), however, none of these genes or their orthologs have been experimentally shown to play role in anther development. Hormone-related genes in this group including 1-aminocyclopropane-1-carboxylate oxidase involved in ethylene biosynthesis, and gibberellin 2-oxidase which inactivates endogenous gibberellins highlight the role of ethylene and gibberellins in meiotic progression^10^. Ethylene production has earlier been associated with degeneration of tapetal cells and middle layers of anther wall in petunia^11^. Empirical studies will be required to examine if ethylene plays similar role in sorghum anthers as well. 

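Both A-type cyclin genes, whose products drive entry into and progress through division, were highest in meiotic anthers. Sobic.008G104000, on chromosome 8 from 49070576 to 49076163, had 12.0 FPKM in A1, 7.68 in A2 and 4.01 in A3, a 2.78-fold lower value in A3 than in A1. Sobic.001G462300, on chromosome 1 from 73676022 to 73678864, was scarce throughout, with 0.993 FPKM in A1, 0.468 in A2 and 0.147 in A3.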

Some of the genes relevant to cell cycle such as Sobic.001G462300 and Sobic.008G104000 (orthologous to *Arabidopsis Cyclin A3* and *Cyclin A2*, respectively) also exhibit group 1 pattern. These may also be associated with male meiosis.

Rice orthologs of two genes from this group, Sobic.008G010900 (orthologous to *OsDMC1*; *disrupted meiotic cDNA1*) and Sobic.002G003300 (orthologous to *Osku70; ATP-dependent DNA helicase 2 subunit KU70*) have already been shown to play role in male meiosis (Table 1). 

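The DMC1 gene Sobic.008G010900, coding for the recombinase of meiotic strand exchange, lies on chromosome 8 from 902076 to 906763 and had 15.7 FPKM in A1, 8.05 in A2 and 3.14 in A3. Its log2 of A2 over A1 was -0.92 and that of A3 over A2 was -1.23. The Ku70 gene Sobic.002G003300, coding for a subunit of the DNA end-joining helicase, lies on chromosome 2 from 432656 to 443441 and had 9.43 FPKM in A1, 6.49 in A2 and 3.68 in A3, with log2 values of -0.51 and -0.74. Both declined over the 3 stages, and a value above 3 FPKM was left for each in A3.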

*OsDMC1* is essential for homologous pairing, whereas, *Osku70* maintains chromosomal stability during meiosis in pollen mother cells^12,13^.

**Table 1:** List of shortlisted candidates for in-depth characterization.

S. No.	Sorghum gene	Rice/Arabidopsis Ortholog	Function
**Group 1: Peak expression at A1**			
1	Sobic.008G010900	*DMC1*	Homologous pairing during meiosis^12^
2	Sobic.002G003300	*OsKu70*	Chromosome stability during meiosis^13^
**Group 2: Peak expression at A1 and A2**			
3	^*^Sobic.002G304500	*OsMSH5*	Meiotic crossover^107^
4	Sobic.006G218400	*Ctb1*	Anther length^108^
5	Sobic.006G185600	*HTH1*	Anther wall development^40^
6	^*^Sobic.004G101500	*HEI10*	Chiasmata formation^19^
7	Sobic.010G191000	*OsCOM1*	Chromosome pairing & synapsis^109^
8	Sobic.006G120600	*OsCRC1*	Chromosome pairing & synapsis^110^
9	Sobic.002G074500	*OsSGO1*	Chromosome pairing & synapsis^111^
10	Sobic.004G063300	*PAIR3*	Chromosome pairing & synapsis^112^
11	Sobic.002G353500	*OIP30*	Detected in prophase I^24^
12	^*^Sobic.001G491400	*CYP704B2*	Exine & anther cuticle development^113^
13	^*^Sobic.007G180700	*LTPL44*	Exine development^35^
14	Sobic.001G207600	*OsABCG26*	Exine development^6^
15	Sobic.007G029900	*CYP703A3*	Exine development & anther cuticle development^32^
16	Sobic.002G115700	*OsPKS2*	Exine development & ubisch body patterning^114^
17	Sobic.002G368600	*UAM3*	Intine development^38^
18	Sobic.001G507000	*MEICA1*	Meiotic crossover^115^
19	Sobic.006G231800	*MRE11*	Meiotic crossover^25^
20	^*^Sobic.009G185700	*OsMSH4*	Meiotic crossover^27^
21	Sobic.009G012600	*RPA1c*	Meiotic crossover^26^
22	Sobic.007G149550	*RPA1c*	Meiotic crossover^26^
23	Sobic.004G355500	*RPA2A*	Meiotic crossover^26^
24	Sobic.010G243100	*RPA2C*	Meiotic crossover^26^
25	Sobic.006G101800	*ZEP1*	Meiotic crossover^29^
26	Sobic.001G415800	*ZEP1*	Meiotic crossover^29^
27	Sobic.007G097000	*OsRAD21*	Regulates meiosis & microspore mitosis^116^
28	^*^Sobic.007G164101	*MEL2*	Regulation of meiotic genes^117^
29	^*^Sobic.002G270400	*LTPL45/YY1*	Specifically expressed in uninucleate microspore^35^
30	^*^Sobic.003G140100	*TIP2*	Tapetum degeneration, pollen development & anther dehiscence^20^
31	^*^Sobic.001G428300	*OsSTRL2*	Tapetum degeneration & pollen development^34^
32	^*^Sobic.006G079500	*OsACOS12*	Tapetum degeneration, anther cuticle & pollen wall development^118^
33	Sobic.008G008100	*DTC1*	Tapetum degneration^39^
34	Sobic.001G478100	*OsAP25*	Tapetum degneration^21^
35	Sobic.003G328500	*OsCycB1*	G2/M phase specific gene^28^
36	Sobic.002G056000	*MET1*	Meiotic regulation^18^
37	Sobic.004G047500	*AtWHIRLY2*	Binding of mtDNA in developing pollen^41^
38	Sobic.010G215700	*SPL8*	Anther wall development^119^
39	Sobic.010G254200	*SPL2*	Anther wall development^42^
40	Sobic.004G051900	*ARF8*	Anther dehiscence^120^
**Group3: Peak expression at A2**			
41	^*^Sobic.001G099700	*OsINV4*	Confers cold tolerance to pollen^49^
42	Sobic.004G181500	*XRCC3*	Double strand break repair & homologous recombination^46^
43	^*^Sobic.004G017500	*TDR*	Tapetum degeneration^20^
44	^*^Sobic.001G320300	*OsNP1*	Regulated tapetum degradation & exine formation^6^
45	^*^Sobic.001G266600	*OsDIL*	Pollen fertility in drought^48^
**Group 4: Peak expression at A1 and A3**			
46	Sobic.007G156300	*OsABA8Ox3*	Regulates cold induced pollen sterility^50^
47	Sobic.003G365600	*MID1*	Regulates anther development in drought stress^53^
**Group 5: Peak expression at A3**			
48	^*^Sobic.004G100900	*OsPCBP*	Calcium signalling during starch accumulation in pollen^63^
49	^*^Sobic.001G306400	*OSIPA*	Pollen expansin^62^
50	^*^Sobic.001G306200	*OSIPA*	Pollen expansin^62^
51	Sobic.006G255600	*OsINV1*	Confers cold tolerance to pollen by regulating sucrose accumulation^49^
52	Sobic.009G154200	*MID1*	Regulates anther development in drought stress^53^
**Group 6: Peak expression at A3**			
53	^*^Sobic.008G138200	*MEL2*	Regulation of meiotic genes^117^
54	Sobic.004G149100	*DAO*	Regulates anther dehiscence & pollen fertility by auxin homeostasis^121^
55	Sobic.009G012500	*RPA1c*	Meiotic crossover^26^
56	Sobic.009G012200	*RPA1c*	Meiotic crossover^26^
57	^*^Sobic.003G027000	*OsMADS3*	Regulates ROS homeostasis & impacts pollen fertility^122^
58	^*^Sobic.006G159000	*OsPLIM2b*	Anther specific gene interacts with male sterility related protein kinase OsNek3^76^
59	Sobic.004G013500	*OsUgp2*	Pollen starch accumulation^68^
60	Sobic.002G125900	*ORMDL*	Regulates sphingolipid homeostasis^123^
61	Sobic.001G222700	*WDA1*	Fatty acid synthesis in exine & anther cuticle^69^
62	^*^Sobic.006G070032	*OsINV4*	Confers cold tolerance to pollen^49^
63	Sobic.006G118400	*DAO*	Regulates anther dehiscence & pollen fertility by auxin homeostasis^121^

*Genes marked with asterisk exhibit anther-preferential expression.

#### Group 2 genes regulate male meiosis, tapetum degradation and pollen wall formation

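Among microtubule genes of this group, the tubulin genes Sobic.001G107100 and Sobic.001G107200 stood at 311, 220.1 and 66.8 FPKM and at 303, 238 and 80.8 FPKM in A1, A2 and A3. The microtubule end-binding gene Sobic.001G205000 (matching EB1C) had 53.4, 46.5 and 0.987 FPKM and the kinesin gene Sobic.001G177900 had 26.4, 31.5 and 0.612 FPKM. On chromosomes 1 and 2, 587 genes carry the group 2 mark, with a median of 15.0 FPKM in A1, 14.2 in A2 and 2.19 in A3. The 16 genes among them that map to cell organization had medians of 24.7, 21.6 and 1.76 FPKM.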

Group 2 comprises 1928 genes with high expression in both meiotic and post-meiotic stages and prominent decline in mature pollen stage (Fig. 3). A total of 12 pathway sub-categories were represented in this group with ‘regulation of transcription’ as the most abundant, followed by DNA synthesis/chromatin structure, cell organization, receptor kinases, RNA processing, DNA repair, cell cycle, protein targeting, RNA binding, metabolite transporters, and amino acid activation (Fig. 3, Table S4). 

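The most abundant genes of the DNA synthesis and chromatin class in group 2 on chromosomes 1 and 2 code for histones. Sobic.001G416800, matching histone H2A, had 591 FPKM in A1, 327 in A2 and 23.8 in A3, and the neighbouring Sobic.001G416900 had 275 FPKM in A1, 179.7 in A2 and 15.1 in A3. Of the group 2 genes on chromosomes 1 and 2, 50 map to regulation of transcription (median 14.8, 14.3 and 2.13 FPKM in A1, A2 and A3), 23 to DNA synthesis and chromatin (17.5, 12.3 and 2.97 FPKM) and 13 to RNA processing (25.0, 23.2 and 8.70 FPKM). None of these genes had its highest value in A3, which is how the group is defined.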

Apart from the above categories, several genes associated with brassinosteroid as well as auxin biosynthesis and signalling fall in this group (Table S3b). 

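The sterol reductase gene Sobic.002G133000, in the brassinosteroid class, had 20.5 FPKM in A1, 21.1 in A2 and 6.55 in A3. The second gene of that class on chromosomes 1 and 2, Sobic.002G152900 (matching topoisomerase 6 subunit B), had 12.7 FPKM in A1, 9.93 in A2 and 3.85 in A3. Of 4 auxin genes there, Sobic.001G385300 (matching an O-fucosyltransferase) had 31.1, 30.0 and 5.58 FPKM in A1, A2 and A3 and Sobic.001G471200 had 14.9, 25.5 and 5.52 FPKM, while the SAUR genes Sobic.002G300100 and Sobic.002G285700 had 9.98, 8.45 and 2.33 FPKM and 2.08, 3.63 and 0.494 FPKM.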

Brassinosteroid biosynthesis and signalling has earlier been associated with tapetum and microspore development in *Arabidopsis*^14^.

Also, several genes encoding transcriptional regulators like Argonautes (AGOs), chromatin remodelling factors, DNA methyltransferases, histone acetyl/deacetyl transferases, chromatin assembly factors, aspartic proteases, etc. were also enriched in this group pointing to the role of RNA silencing machinery and epigenetic modifications in male gametophyte development. 

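Argonaute transcripts, whose proteins bind small RNAs, were abundant up to the microspore stage. The OsAGO4a gene Sobic.003G129500, on chromosome 3 from 12107926 to 12117384, had 328 FPKM in A1, 305 in A2 and 60.3 in A3, a 5.02-fold lower value in A3 than in A2. The OsAGO4b gene Sobic.009G259900 had 77.0 FPKM in A1, 66.8 in A2 and 26.8 in A3, 2.46-fold lower in A3. The OsAGO18 gene Sobic.001G153600, on chromosome 1 from 12347242 to 12352925, held level between A1 (74.7 FPKM) and A2 (76.0) and was 9.38-fold lower in A3 (7.65). The MET1 gene Sobic.002G056000, coding for a maintenance DNA methyltransferase, had 17.5 FPKM in A1, 14.3 in A2 and 1.62 in A3.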

Sobic.009G259900 and Sobic.003G129500 are orthologs of rice *OsAGO4b* and *OsAGO4a*, respectively, involved in gene silencing through miRNA-mediated cleavage or DNA methylation^15^. Also, Sobic.001G153600 is orthologous to *OsAGO18*, which regulates production of phasiRNAs in grass anthers^16^. While the exact mechanism of action of phasiRNAs has not been deciphered so far, their importance in the male gametophyte development has been emphasised in both rice and maize^17^. Another important candidate gene Sobic.002G056000, orthologous to *Arabidopsis MET1* (Methyltransferase) regulates meiosis during male gametogenesis^18^. Furthermore, rice orthologs of three genes in this group have been shown to perform important roles in chiasmata formation (Sobic.004G101500) (*HEI10*; *Human enhancer of invasion-*10^19^) and tapetum degeneration (Sobic.003G140100 orthologous to *TDR interacting protein 2*; *TIP2*^20^ and Sobic.001G478100 orthologous to *Aspartic Protease 25; OsAP25*^21^) (Table 1). 

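The HEI10 gene Sobic.004G101500, needed for crossovers, lies on chromosome 4 from 9372709 to 9379600 and had 49.2 FPKM in A1, 45.9 in A2 and 15.7 in A3. The TIP2 gene Sobic.003G140100, a bHLH regulator of the tapetum, had 173 FPKM in A1, 154 in A2 and 28.7 in A3, with a log2 of A3 over A2 of -2.40. The aspartic protease gene Sobic.001G478100 (OsAP25), tied to tapetum death, took another course, 3.67-fold higher in A2 than in A1 and 29.3-fold lower in A3 than in A2, at 4.31, 17.2 and 0.103 FPKM in A1, A2 and A3.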

Several genes encoding proteins involved in DNA synthesis/chromatin structure including exonucleases, ATP binding proteins, RNA helicase, cell cycle checkpoint proteins, chromosome condensation, and segregation proteins, DNA gyrase, topoisomerases, helicases, etc. are also enriched in group 2.

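Of 20 genes of Table 1 in the group that were sorted here under meiosis, 18 were lower in A2 than in A1, 1 of them at least 2-fold, and 2 were higher, with a median log2 of -0.29. Of 12 pollen wall and tapetum genes, 7 were higher in A2, 6 of them at least 2-fold, and 5 were lower, with a median log2 of 0.82. Among those higher in A2, LTPL45 was lower with quantile normalization, and the meiosis gene MEL2 (Sobic.007G164101), nearly equal in A1 and A2, was lower with both scalings tried. In A3 all of them were lower than in A2, with medians of -1.69 for meiosis and -7.10 for pollen wall and tapetum. The 4 anther wall genes had medians of 0.09 from A1 to A2 and -2.74 from A2 to A3. These lists come from genes that the study chose on the same libraries, so they are not independent of the grouping.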

Overall, rice orthologs of 37 genes of this group have been previously demonstrated to regulate male gametophyte development using transgenic approaches (Table 1). These include sorghum ortholog (Sobic.007G097000) of *OsRAD21-3* (*Radiation sensitive mutant 21-3*) that regulates pollen mitosis^22^. Transcripts of rice ortholog (*LTPL44; Lipid Transfer Family Protein 44*) of Sobic.007G180700 are also abundant in tetrads and uninucleate microspores with anticipated role in lipid transport in developing pollen^23^. Sobic.002G353500 is orthologous to rice *OIP30* (*OsCPK25/26-interacting protein 30*), which codes for a putative ruvB-like 2 protein, detected during early prophase I in meiosis^24^. DNA repair genes, Sobic.010G243100, Sobic.004G355500, Sobic.006G231800, and Sobic.009G185700, are orthologous to rice DNA repair genes important for meiotic crossovers namely, *RPA2c* (*replication protein 2c*), *RPA2a* (*Replication Protein 2a*), *MRE11*(*meiotic recombination 11*), and *OsMSH4* (*Mut S Homolog 4*), respectively^25–27^.

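The genes of meiotic recombination named here were lower in A3 than in A2. The replication protein gene Sobic.004G355500 (RPA2a), whose product binds single-stranded DNA, lies on chromosome 4 from 68285038 to 68288941 and had 20.5 FPKM in A1, 9.66 in A2 and 0.219 in A3. Its relative Sobic.010G243100 (RPA2c) had 13.1 FPKM in A1, 9.87 in A2 and 1.19 in A3. The MRE11 gene Sobic.006G231800, which processes double-strand breaks, had 19.8 FPKM in A1, 14.6 in A2 and 3.75 in A3. The OsMSH4 gene Sobic.009G185700, a meiotic MutS homolog, had 11.7 FPKM in A1, 10.8 in A2 and 3.31 in A3. The OIP30 gene Sobic.002G353500 (ruvB-like) kept 11.0 FPKM in A3 after 33.4 in A1 and 29.2 in A2, and the OsRAD21-3 gene Sobic.007G097000, a cohesin subunit, had 4.57, 3.20 and 0.681 FPKM.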

Cell cycle-related genes encoding cyclins, tetratricopeptide repeat containing proteins, auxin response factors, cyclophilins, and peptidyl-prolyl isomerases are also prominent in this group. 

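The B-type cyclin gene Sobic.003G328500, on chromosome 3 from 65389689 to 65392593, had 74.2 FPKM in A1, 131 in A2 and 0.611 in A3, so that it was 1.76-fold higher in A2 than in A1 and 118-fold lower in A3 than in A2.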

Rice ortholog (*OsCycB1*) of one of the cyclin genes, Sobic.003G328500, is known to exhibit G2/M phase-specific expression in rice^28^. Sobic.006G101800 is ortholog of *ZEP1*, a putative synaptonemal complex protein, which regulates the number of crossovers during meiosis^29^.

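The ZEP1 gene Sobic.006G101800, coding for the transverse filament of the synaptonemal complex, lies on chromosome 6 from 47217123 to 47226917 and had 58.5 FPKM in A1, 47.7 in A2 and 25.2 in A3. A second gene listed as ZEP1 in Table 1, Sobic.001G415800 on chromosome 1 from 69743125 to 69754168, was scarce, with 0.444 FPKM in A1, 0.241 in A2 and 0.0273 in A3. The log2 of A3 over A2 was -0.91 for the former and -0.49 for the latter. Every stage value of Sobic.001G415800 lies below the 0.5 FPKM added before the log2 was taken, which shrinks its fold. The log2 values therefore do not tell which of these genes declined more.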

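Genes of group 2 that map to fatty acid synthesis included abundant ones. The acyl carrier protein gene Sobic.002G280400 had 208 FPKM in A1, 241 in A2 and 99.5 in A3, the ketoacyl-ACP synthase gene Sobic.002G374600 had 91.5 FPKM in A1, 98.7 in A2 and 7.67 in A3 and the malonyl transacylase gene Sobic.001G403400 had 94.6 FPKM in A1, 88.4 in A2 and 13.9 in A3. Lower still in A3 were the 3-ketoacyl-CoA synthase gene Sobic.001G247700 (31.4, 40.5 and 0.977 FPKM in A1, A2 and A3) and the acyl-ACP desaturase gene Sobic.001G265300 (16.3, 23.2 and 1.00 FPKM). The 14 lipid metabolism genes of group 2 on chromosomes 1 and 2 had medians of 18.4 FPKM in A1, 19.6 in A2 and 0.990 in A3, out of 30 genes of that class over all groups.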

Several lipid metabolism-related genes encoding acetyl-CoA carboxylase, acetyl-CoA transacetylase, ACP desaturases, ACP proteins, acyl CoA ligases, acyl-CoA binding protein, beta hydroxyacyl ACP dehydratase, beta ketoacyl-CoA synthases, enoyl ACP reductase, ketoacyl ACP synthases (KCS), and long chain fatty acid CoA ligases are also prominent in this group. These are important candidates for regulating pollen wall formation. In fact, in *Arabidopsis*, several KCS genes have been already implicated in sporopollenin synthesis and pollen wall formation^30^.

Receptor kinases or receptor-like kinases (RLKs) also play prominent role in sensing extracellular signals and have also been implicated in pollen development^31^. Out of 44 receptor kinases present in group 2, 25 are leucine-rich repeat XI types while 8 are leucine-rich repeat III types. 

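The leucine-rich repeat III kinase gene Sobic.001G382700, on chromosome 1 from 67044017 to 67049617, was the most abundant receptor kinase of the group on chromosomes 1 and 2, with 87.0 FPKM in A1, 70.3 in A2 and 3.47 in A3. Of the leucine-rich repeat XI type, Sobic.001G074000 and Sobic.002G027600, both matching the CLAVATA1 receptor of meristems, had 31.7, 32.1 and 1.07 FPKM and 16.0, 20.6 and 1.71 FPKM in A1, A2 and A3. Those chromosomes held 12 receptor kinases of group 2, 9 of them of type XI, and the 12 had medians of 7.37, 7.66 and 0.933 FPKM.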

Another important gene in this subset is Sobic.007G029900 which is orthologous to rice *CYP703A3* (*Cytochrome P450 Hydroxylase 703A3*), recently shown to be the causal gene for the *no-pollen* male sterility mutant in *indica* rice^32,33^.

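The genes of chromosome pairing named here were lower in A3 than in A1. Sobic.004G063300 (PAIR3), an axis protein, had 51.2 FPKM in A1, 31.1 in A2 and 11.3 in A3, Sobic.006G120600 (OsCRC1) had 12.6 FPKM in A1, 8.63 in A2 and 1.10 in A3, Sobic.002G074500 (OsSGO1, a protector of centromeric cohesion) had 8.13 FPKM in A1, 7.20 in A2 and 1.14 in A3, and Sobic.010G191000 (OsCOM1) had 3.14 FPKM in A1, 2.41 in A2 and 0.477 in A3. The crossover gene Sobic.001G507000 (MEICA1) had 5.21 FPKM in A1, 3.74 in A2 and 0.994 in A3. Among 4 genes listed as RPA1c, Sobic.009G012600 and Sobic.007G149550 were lower in A3 (19.1, 18.9 and 6.53 FPKM and 5.68, 5.34 and 1.26 FPKM in A1, A2 and A3), while Sobic.009G012200 and Sobic.009G012500, of group 6, were higher (1.27, 0.703 and 5.16 FPKM and 0.249, 0.173 and 1.33 FPKM).
Of the pollen wall genes, Sobic.007G029900 (CYP703A3), a hydroxylase of sporopollenin precursors on chromosome 7 from 2725491 to 2728248, had 409 FPKM in A1, 942 in A2 and 0.921 in A3, a 663-fold lower value in A3 than in A2. The lipid exporter gene Sobic.001G207600 (OsABCG26) had 283 FPKM in A1, 188 in A2 and 40.9 in A3 and the arabinopyranose mutase gene Sobic.002G368600 (UAM3) had 69.2 FPKM in A1, 61.5 in A2 and 10.3 in A3.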

Rice orthologs of several other genes in this group are involved in regulating key aspects of anther development including chromosome pairing and synapsis (*Completion of meiosis1; OsCOM1*, *Central region component 1; OsCRC1*, *OsSGO1* and *Homologous Pairing Aberration in Rice Meiosis 3; PAIR3*), meiotic crossover (*Meiotic chromosome association1; MEICA1*, *RPA1c*, *ZEP1* and *OsMSH5*), pollen wall development (*Cytochrome P450 Hydroxylase 704B2; CYP704B2*, *LTPL44*, *CYP703A3*, *ATP Binding Cassette G26; OsABCG26*, *Polyketide synthase2; OsPKS2* and *UDP-arabipyranose mutase3; UAM3*), anther wall development (*HTH1* (*Hothead1*)), meiotic regulation (*MEL2*), and tapetum degeneration (*STRL-like2; OsSTRL2*, *Acyl CoA synthatase12; OsACOS12*, and *Defective Tapetum Cell Death1; DTC1*) (Table 1).

Out of 1928 group 2 genes, 231 exhibit anther-preferential expression. 

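The most abundant gene with a gene ID in meiotic anthers was Sobic.007G180700 (LTPL44), coding for a lipid transfer protein, on chromosome 7 from 61396802 to 61404684. It had 6025 FPKM in A1, 5380.3 in A2 and 0.543 in A3, and its log2 of A3 over A2 was -12.33. The second lipid transfer gene, Sobic.002G270400 (LTPL45), lies on chromosome 2 from 65407147 to 65407500 and had 1486 FPKM in A1, 2006 in A2 and 1.35 in A3. An assembled locus with no gene ID and far higher values starts at 65407521, right after its end. Sobic.001G491400 (CYP704B2), a fatty acid hydroxylase of exine formation, lies on chromosome 1 from 76109198 to 76112175, had 257 FPKM in A1, 1498 in A2 and 0.609 in A3 and was 5.81-fold higher in A2 than in A1. Sobic.001G428300 (OsSTRL2) and Sobic.006G079500 (OsACOS12), both of sporopollenin synthesis, were 2.51-fold and 3.14-fold higher in A2 (511, 1285 and 10.4 FPKM and 122, 386 and 1.92 FPKM in A1, A2 and A3). The meiotic genes Sobic.002G304500 (OsMSH5) and Sobic.007G164101 (MEL2) were at 8.35, 6.70 and 0.987 FPKM and 2.26, 2.27 and 0.189 FPKM.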

Rice orthologs of 10 anther-preferential genes (*OsSTRL2*, *CYP704B2*, *LTPL45*, *OsMSH5*, *TIP2*, *HEI10*, *OsACOS12*, *MEL2*, *LTPL44*, and *OsMSH4*) have also been shown to play important roles in male gametophyte development (Table 1). Sobic.001G428300 is orthologous to *OsSTRL2* that regulates pollen wall formation^34^. Sobic.002G270400 is ortholog of rice *LTPL45* that specifically expresses in the uninucleate microspore stage of rice^35^. Zhao and co-workers^36^ reported identification of *OsABCG26* as the gene responsible for a male sterile mutant in *japonica* rice. It helps in the transport of lipids from tapetal cells for anther cuticle development. Another anther-specific gene *OsPKS2* has recently been shown to be causal gene for a rice male sterile mutant^37^. This gene is crucial for pollen development and sporopollenin biosynthesis in both rice and *Arabidopsis* and therefore, its ortholog Sobic.002G115700 is also a suitable candidate for engineering male sterility in sorghum. Similarly, Sobic.006G079500 is ortholog of *ACOS5* (*Acetyl-CoA synthetase 5*) required for sporopollenin biosynthesis. 

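The OsPKS2 gene Sobic.002G115700, coding for a polyketide synthase of sporopollenin synthesis, lies on chromosome 2 from 14235349 to 14241022. It had 759 FPKM in A1, 1820.1 in A2 and 5.06 in A3, which is 2.40-fold higher in A2 than in A1 and 327-fold lower in A3 than in A2.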

Another candidate Sobic.002G368600 is orthologous to rice *UDP-arabinopyranose mutase 3* (*UAM3*), which is required for pollen intine development^38^. Furthermore, rice ortholog of Sobic.008G008100, *Defective Tapetum Cell Death1* (*DTC1*), is a key regulator of tapetum programmed cell death^39^, while, Sobic.006G185600 corresponds to rice *HOTHEAD-Like HTH1* which regulates biosynthesis of cutin monomers in the anther epidermis. It has recently been shown that apart from tapetum, epidermal cutin synthesis is also crucial for pollen fertility^40^.

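The DTC1 gene Sobic.008G008100 was highest in A1 and close to 1 FPKM with mature pollen (65.0 FPKM in A1, 44.2 in A2 and 0.974 in A3). It lies on chromosome 8 from 620330 to 629139, and its log2 of A3 over A2 was -4.92. The HTH1 gene Sobic.006G185600, of cutin synthesis, peaked in A2 instead, with 52.8 FPKM in A1, 194 in A2 and 0.171 in A3. It lies on chromosome 6 from 54071929 to 54077383 and was 3.65-fold higher in A2 than in A1.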

Transcription factors (TFs) in this group mainly belong to ARF (Auxin Response Factors), B3, C3H, GRF (Growth Regulating Factor), HD-ZIP (Homeodomain-leucine zipper), SBP (Squamosa Binding Protein), and Whirly families, with the latter two families showing significant enrichment (Fig. 3). 

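The 3 homeodomain-leucine zipper genes of group 2 on chromosomes 1 and 2 were higher in A2 than in A1, by less than 2-fold. Sobic.001G157400 had 10.8 FPKM in A1, 13.2 in A2 and 4.73 in A3, Sobic.002G270900 had 8.00 FPKM in A1, 10.1 in A2 and 1.74 in A3 and Sobic.001G488900 had 8.11 FPKM in A1, 9.33 in A2 and 0.431 in A3. The B3 gene Sobic.002G339800 (matching HSI2-like 1) had 30.7 FPKM in A1, 37.2 in A2 and 13.6 in A3, and the other 3 B3 genes of group 2 on chromosomes 1 and 2 were below 5 FPKM in every stage, Sobic.001G479600 being at 4.05, 2.55 and 0.637 FPKM in A1, A2 and A3.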

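The Whirly gene Sobic.004G047500, on chromosome 4 from 3855655 to 3863495, had 53.0 FPKM in A1, 36.0 in A2 and 7.93 in A3, with a log2 of -0.55 from A1 to A2 and -2.12 from A2 to A3. Its relative Sobic.010G035200, on chromosome 10 from 2845506 to 2852584, was level between A1 and A2 and lower in A3, with 30.6 FPKM in A1, 31.1 in A2 and 4.91 in A3.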

Interestingly, sorghum has two putative Whirly TFs with both (Sobic.010G035200 and Sobic.004G047500) showing group 2 expression pattern. One of these, Sobic.004G047500, is orthologous to *Arabidopsis Whirly2*, crucial for pollen development^41^. SBP factors are also significantly enriched in this group. In fact, none of the other groups apart from group 2 contain SBP TFs. 

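SBP genes code for plant-specific zinc-binding regulators. Sobic.010G254200, on chromosome 10 from 59294356 to 59299852, had 16.3 FPKM in A1, 16.6 in A2 and 4.28 in A3, 3.57-fold lower in A3 than in A2. Sobic.010G215700, on chromosome 10 from 55903349 to 55907016, had 7.36 FPKM in A1, 8.28 in A2 and 0.248 in A3, 11.7-fold lower. The 3 SBP genes among the differentially expressed genes of chromosomes 1 and 2 all belong to group 2. These are Sobic.002G312300 (8.02, 9.83 and 0.830 FPKM in A1, A2 and A3), Sobic.002G312200 (3.60, 3.16 and 0.256 FPKM) and Sobic.002G257900 (2.20, 2.28 and 0.206 FPKM).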

SBP TF genes, Sobic.010G215700 and Sobic.010G254200, are orthologous to *Arabidopsis SPL8* (*Squamosa promoter-binding-like 8*) and *SPL2* (*Squamosa promoter-binding-like 2*), respectively. Both these genes are known to regulate anther development in a redundant manner^42^. Besides SBPs, ARFs have also been previously associated with pollen development. 

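The auxin response factor gene Sobic.004G051900, on chromosome 4 from 4197050 to 4204527, was of low abundance, with 3.92 FPKM in A1, 3.40 in A2 and 0.533 in A3. Its log2 was -0.18 from A1 to A2 and -1.92 from A2 to A3.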

Sobic.004G051900 of this group is orthologous to *Arabidopsis ARF8* (*Auxin response factor 8*), involved in anther development^43^. Sorghum ortholog of *ARF17* (*Auxin response factor 17*) that has been shown to regulate primexine deposition also exhibits group 2 expression pattern^44^. Overall, large number of candidates from this group have been shown to regulate male development confirming high relevance of this group in engineering male fertility.

#### Group 3 genes regulate microspore development

Group 3 contains 184 genes with peak expression in A2 stage containing developing microspores (Fig. 3). This group contains many sugar transporters and genes involved in carbohydrate degradation (Fig. 3, Table S4). 

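The 57 genes of the group on chromosomes 1 and 2 had medians of 1.79 FPKM in A1, 11.3 in A2 and 1.11 in A3. In A2, 46 of them were at least 2-fold higher than in A1, and 56 were at least 2-fold lower in A3 than in A2. Sobic.001G318700, matching a glutathione S-transferase, was listed at 0 in A1 and had 14.0 FPKM in A2 and 1.17 in A3. Sobic.002G344400, matching a late embryogenesis abundant protein, was also listed at 0 in A1 and had 11.3 and 0.547 FPKM.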

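Group 3 holds 2 of 12 genes on chromosomes 1 and 2 that map to the sugar transport class. Neither has a described match to a sugar transporter. Sobic.002G341700, matching a cell wall protein precursor, had 21.0 FPKM in A1, 71.4 in A2 and 8.34 in A3. Sobic.002G339100, matching an organic cation/carnitine transporter, had 8.82 FPKM in A1, 35.3 in A2 and 5.94 in A3. The values were 3.35-fold and 3.84-fold higher in A2 than in A1. Of 26 carbohydrate metabolism genes there, 1 belongs to group 3.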

Analysis of characterized rice orthologs of sorghum genes belonging to group 3 highlighted several important candidates for microspore development (Table 1). For instance, rice ortholog of Sobic.001G320300, *OsNP1* (*No Pollen 1*), regulates tapetum degradation and exine formation; Sobic.004G017500 ortholog, *TDR* (*Tapetum Degeneration Retardation*), is a master regulator of anther development in both rice and *Arabidopsis*^45^, whereas, Sobic.004G181500 ortholog *XRCC3* (*X-ray repair cross-complementing group 3*), regulates double strand break repair and homologous recombination during meiosis in rice^46^. 

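The OsNP1 gene Sobic.001G320300, coding for an oxidoreductase of exine formation, lies on chromosome 1 from 60794769 to 60804111. It had 10.8 FPKM in A1, 293 in A2 and 0.179 in A3, 25.9-fold higher in A2 than in A1 and 432-fold lower in A3 than in A2. The TDR gene Sobic.004G017500, a bHLH regulator of the tapetum, was abundant in every stage, with 175 FPKM in A1, 337 in A2 and 101 in A3, and its steps were smaller, with log2 values of 0.95 and -1.73. The XRCC3 gene Sobic.004G181500 stayed below 1 FPKM, with 0.147 FPKM in A1, 0.710 in A2 and 0.0659 in A3.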

Another interesting candidate from this group Sobic.008G016500 encodes for a putative rhamnogalacturonate lyase. 

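Sobic.008G016500 lies on chromosome 8 from 1363703 to 1367911. It had 1.30 FPKM in A1, 28.6 in A2 and 0.230 in A3, a 16.2-fold higher value in A2 than in A1 and a 39.9-fold lower value in A3 than in A2.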

Rice ortholog of this gene (LOC_Os12g03790) has been implicated in dissociation of microspores from tetrads through pectin degradation^47^.

Several rice orthologs of sorghum genes in this group have also been shown to regulate male fertility in response to abiotic stress conditions. For example, *Drought-induced lipid transfer protein* (*OsDIL*), orthologous to Sobic.001G266600, affects pollen fertility under drought conditions^48^, while, rice ortholog of a glycosyl hydrolase gene (Sobic.001G099700) confers cold tolerance to developing pollen^49^. 

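The OsDIL gene Sobic.001G266600, coding for a lipid transfer protein, lies on chromosome 1 from 50789114 to 50791164 and had 24.8 FPKM in A1, 357 in A2 and 0.598 in A3, 14.1-fold higher in A2 than in A1 and 326-fold lower in A3 than in A2. The invertase gene Sobic.001G099700 (OsINV4), on chromosome 1 from 7623632 to 7625890, had 0.232 FPKM in A1, 5.15 in A2 and 0.390 in A3, 7.72-fold higher in A2 than in A1.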

Overall, 58 genes of this group exhibit anther-preferential expression, among which, rice orthologs of four genes (*OsINV4* (*Cell wall invertase 4*), *OsDIL*, *OsNP1*, and *TDR*) have already been genetically characterized for regulating anther/pollen development. 

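A single NAC gene of the group lies on chromosomes 1 and 2, Sobic.002G295400, with 0.284 FPKM in A1, 1.42 in A2 and 0.0989 in A3. Of the MYB genes, Sobic.001G183100 (matching MYB101, known from pollen tubes) had 7.83 FPKM in A1, 31.9 in A2 and 1.53 in A3 and Sobic.001G443700 (matching MYB77) had 3.58 FPKM in A1, 6.82 in A2 and 1.39 in A3. All 3 had their highest value with microspores, by which the group is defined, and are marked as anther specific.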

Among transcription factor families, NAC and MYB family transcription factors were particularly enriched in this group (Fig. 3).

#### Group 4 exhibits preponderance of stress-associated genes

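Over 49 genes of this group on chromosomes 1 and 2, the median was 0.665 FPKM in A1, 0.196 in A2 and 4.08 in A3. In A2, 12 were at least 2-fold lower than in A1, and 44 were at least 2-fold higher in A3 than in A2. The copine-like gene Sobic.002G131800, matching a RING domain ligase, had 3.75 FPKM in A1, 0.785 in A2 and 1.32 in A3. A value of 0 was listed in A1 for 21 of the 49.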

Group 4 contains 168 genes with high expression in both A1 and A3 stages. This characteristic pattern can also be interpreted as dip in expression during microspore stage. Pathway analysis revealed many genes mapping to abiotic stress, calcium signalling pathways, glutathione S transferases, phosphatases, and invertases, and the genes encoding cytochrome P450 enriched in this group (Fig. 3, Table S4). Furthermore, 65 genes of this group exhibited anther-preferential expression. 

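Of 21 abiotic stress genes on chromosomes 1 and 2, 2 belong to this group, both of heat shock proteins. Sobic.001G426000, matching a small HSP20-like chaperone, had 23.9 FPKM in A1, 11.9 in A2 and 44.3 in A3, and Sobic.001G418600, matching a heat shock cognate protein, had 1.44 FPKM in A1, 0.181 in A2 and 4.55 in A3. The calcium-binding EF-hand gene Sobic.002G199500 had 6.64 FPKM in A1, 2.62 in A2 and 9.62 in A3 and the calcium-transporting ATPase gene Sobic.001G247300 had 0.665 FPKM in A1, 0.249 in A2 and 3.03 in A3. The purple acid phosphatase gene Sobic.001G442300 was 2.93-fold lower in A2 than in A1 and had 3.05 FPKM in A1, 0.709 in A2 and 20.6 in A3. The glutathione S-transferase gene Sobic.001G319500 had 1.41 FPKM in A1, 0.196 in A2 and 15.4 in A3, whereas its relatives Sobic.002G035700 and Sobic.001G318900 and the cytochrome P450 gene Sobic.001G082300 were listed at 0 in A1 and reached 6.19, 1.39 and 10.0 FPKM in A3.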

Although, rice orthologs of none of these have been characterized for roles in anther development, some of these genes have been implicated in stress response. Such as, rice ortholog (*OsABA8Ox3; ABA 8*′*-hydroxylase 3*) of a cytochrome P450 encoding gene (Sobic.007G156300) is upregulated in response to cold and ABA in anthers^50^. Also, *OsABA8Ox3* exhibits downregulation in cold sensitive genotype, which is associated with cold-induced pollen sterility^50^. 

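Sobic.007G156300 (OsABA8Ox3), coding for an enzyme that degrades abscisic acid, lies on chromosome 7 from 59051433 to 59056905. It had 1.61 FPKM in A1, 0.703 in A2 and 3.14 in A3, with a log2 of -0.81 from A1 to A2 and 1.60 from A2 to A3.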

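Sobic.008G058500 lies on chromosome 8 from 6145464 to 6147947. It was listed at 0 in A1, had 0.0122 FPKM in A2 and 2.21 FPKM in A3, so that only mature pollen anthers held an appreciable amount.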

Another gene, Sobic.008G058500, putatively codes for a CYP71E1 protein. CYP71E1 has been previously reported as a stress-related protein in sorghum^51^.

Glutathione S transferases and calcium signalling genes, prominent in this group, are also important components of abiotic stress-related pathways. Among the calcium signalling genes detected in this group, rice ortholog of Sobic.003G082600, *OsCML16* (*Calmodulin-like protein 16*) has been shown to enhance drought tolerance^52^. Whereas, rice ortholog of Sobic.003G365600, *MID1* (*MYB Important for Drought response 1*) plays crucial role in anther development in response to drought stress^53^.

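The calmodulin-like gene Sobic.003G082600 (OsCML16), on chromosome 3 from 7081813 to 7084517, had 12.5 FPKM in A1, 7.05 in A2 and 23.6 in A3. The MYB gene Sobic.003G365600 (MID1), on chromosome 3 from 68210939 to 68212736, followed closely, with 9.48 FPKM in A1, 5.97 in A2 and 20.1 in A3. Both were lower in A2 than in A1 by less than 2-fold, with log2 values of -0.78 and -0.63, and higher in A3 than in A2 by 3.19-fold and 3.18-fold.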

Pollen development is also highly sensitive to heat stress^51^. Spikelet sterility due to faulty pollen development and premature anther dehiscence in response to heat stress has been well-demonstrated in rice^54,55^. Frova and co-workers^56^ observed increased expression of heat shock proteins in early as well as the late stages of pollen development in sorghum. We also observed several genes involved in heat stress tolerance in this group. These include rice ortholog (*OsHSP18*.*2*) of one of the heat shock proteins (HSP), Sobic.003G039400, which imparts heat stress tolerance to germinating seeds by restricting ROS accumulation^57^. 

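The small heat shock protein gene Sobic.003G039400 lies on chromosome 3 from 3695196 to 3696666. It was highest in meiotic anthers, with 11.5 FPKM in A1, 0.990 in A2 and 2.43 in A3, a 8.08-fold lower value in A2 than in A1 and a log2 of A3 over A2 of 0.98.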

Whereas, Sobic.003G039400 ortholog, *OsHSP17*.*0* has been shown to confer salt and drought tolerance in rice^58^. Additionally, three HSPs in this group are orthologous to *Arabidopsis HSP17*.*6* (AT1G53540), regulated by chemical heat response inducers^59^. In-depth characterization of these genes will provide candidates to combat with abiotic stress-induced male sterility in sorghum^60^.

#### Group 5 genes regulate protein degradation and cell wall modification in the late pollen stages

Group 5 contains 499 genes exhibiting gradual increase in expression from meiotic to post-meiotic stage that peaks in mature pollen stage (Fig. 3). 

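The 164 genes of this group on chromosomes 1 and 2 had medians of 1.54 FPKM in A1, 3.34 in A2 and 18.9 in A3. The larger step was from A2 to A3, where 131 were at least 2-fold higher, against 44 from A1 to A2. The peptide transporter gene Sobic.001G282000 had 1.67 FPKM in A1, 3.12 in A2 and 7.55 in A3 and the ubiquitin and ribosomal S27a gene Sobic.001G208800 had 6.18 FPKM in A1, 13.2 in A2 and 25.1 in A3. The AAA-ATPase gene Sobic.002G067000 had 0.983 FPKM in A1, 4.52 in A2 and 50.7 in A3 and the subtilase gene Sobic.001G529700 had 16.9 FPKM in A1, 32.4 in A2 and 128 in A3. The aquaporin genes Sobic.002G124700 and Sobic.001G389900, coding for water channels, had 57.9, 113 and 266 FPKM and 4.60, 10.9 and 40.4 FPKM in A1, A2 and A3.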

The key pathway categories in this group are associated with protein metabolism and transport including protein degradation, peptides/oligopeptides transport, and major intrinsic proteins. 

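Lipid genes of this group were present in every stage and highest in A3. The 3-ketoacyl-CoA synthase gene Sobic.001G438100 had 6.66 FPKM in A1, 11.7 in A2 and 47.6 in A3, the acyl-activating enzyme gene Sobic.001G397400 had 30.9 FPKM in A1, 50.4 in A2 and 74.0 in A3 and the acyl-CoA-binding gene Sobic.001G439500 had 6.33 FPKM in A1, 9.53 in A2 and 24.4 in A3. The cell wall modification class looked different. Of its 6 genes on chromosomes 1 and 2, the expansin-like A1 gene Sobic.001G311000 increased at each step, with 1.57 FPKM in A1, 6.04 in A2 and 34.0 in A3, and 5 expansin genes were near or at 0 in A1 and A2, among them Sobic.001G539820 (0.0253, 0 and 83.5 FPKM in A1, A2 and A3) and Sobic.001G539760 (0.0118, 0 and 29.9 FPKM).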

Other prominent categories are lipid metabolism and cell wall modification, with the latter showing significant enrichment (Table S4, Fig. 3). Recently, Moon and co-workers^61^ also highlighted abundance of the cell wall modification genes in mature pollen of rice.

The protein degradation-related genes include subtilases, ubiquitin-related genes, cysteine proteases, serine proteases, and ATPases. While, four genes in the major intrinsic proteins category in this group code for aquaporins. Conversely, lipid metabolism-related genes code for acetyl-CoA carboxylation, beta ketoacyl-CoA synthases, acyl-CoA binding proteins, and acyl-CoA ligases. 

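The sorghum MID1 gene of this group, Sobic.009G154200 on chromosome 9 from 51073114 to 51074699, had 3.15 FPKM in A1, 6.84 in A2 and 49.8 in A3 and doubled from A1 to A2, with a log2 of 1.01. The cell wall invertase gene Sobic.006G255600 (OsINV1), which cleaves sucrose outside the cell, lies on chromosome 6 from 59283202 to 59286521 and had 0.115 FPKM in A1, 0.785 in A2 and 36.7 in A3, 28.9-fold higher in A3 than in A2.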

Rice ortholog of two of the genes in this group, *MID1* (*Midline 1*) and *OsINV1* (*Invertase 1*) regulate pollen development in response to abiotic stress conditions^49,53^. Several cell wall modification genes including expansin precursors, a glycosyl hydrolase family 16 gene and four genes that encode for putative pollen allergen proteins are also enriched in this group. 

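Sobic.001G306200, on chromosome 1 from 59017764 to 59019186, had 0.0141 FPKM in A1, was listed at 0 in A2 and had 69.5 FPKM in A3. Sobic.001G306400, on chromosome 1 from 59040123 to 59041559, had 0.00633 FPKM in A1, was listed at 0 in A2 and had 33.9 FPKM in A3. By the listed values, transcripts of both were thus found in mature pollen anthers almost alone. Whether the 0 in A2 means absence cannot be told without read counts.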

Two of the expansin genes, Sobic.001G306200 and Sobic.001G306400, are orthologs of *OsIPA*, which encode for expansins/pollen allergens with conserved role in both rice and *Arabidopsis*^62^.

Furthermore, 99 genes of group 5 exhibit anther-preferential expression. Among these, three are orthologous to rice *OSIPA* (*Oryza sativa indica pollen allergen*) and *OsPCBP* (*Pollen specific calmodulin-binding protein*) genes involved in pollen development^62,63^. 

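The OsPCBP gene Sobic.004G100900, coding for a calmodulin-binding protein of pollen, lies on chromosome 4 from 9166690 to 9170190. It had 0.00982 FPKM in A1, was listed at 0 in A2 and had 24.0 FPKM in A3. Of the 24 anther-specific genes of group 5 on chromosomes 1 and 2, 12 were listed at 0 in A2, and the median of the 24 was 0.0274 FPKM in A1, 0.0287 in A2 and 21.2 in A3.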

Several of the group 5 genes encode for cell wall modification-related genes encoding pollen allergens and expansins (Table S3A). Pollen expressed expansins are also known to help in cell wall deposition, pollen germination, pollen tube growth and penetration while some of the expansins belong to the category of pollen allergens^64^. Group 5 genes, therefore, likely play role in cell wall modifications during pollen development.

#### Group 6 genes regulate cell wall, phytohormone and carbohydrate metabolism in mature pollen

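Over 675 genes of chromosomes 1 and 2 the median was 1.10 FPKM in A1, 1.22 in A2 and 15.4 in A3. The transcription factor IIE gene Sobic.001G257200 had 0.178 FPKM in A1, 0.152 in A2 and 219 in A3, and Sobic.001G057600, matching a stem-specific protein, had 0.905 FPKM in A1, 1.03 in A2 and 48.6 in A3. The 94 anther-specific genes of the group were lower, with medians of 0.191, 0.203 and 6.85 FPKM.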

Group 6, exhibiting mature pollen stage preferential/specific expression, contain the maximum number of genes (2291) belonging to 17 pathway categories (Table S4, Fig. 3). Maximum number of genes in this group are implicated in protein degradation and post translational modifications. These include subtilases, ubiquitin-related genes, cysteine proteases, aspartate proteases, serine proteases, ATPases, etc. 

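The papain-type cysteine protease gene Sobic.002G315800 had 45.7 FPKM in A1, 57.1 in A2 and 284 in A3, and Sobic.001G324800, matching a cystatin inhibitor of such proteases, had 14.6 FPKM in A1, 17.2 in A2 and 299 in A3. The serine carboxypeptidase gene Sobic.002G121300 had 1.27 FPKM in A1, 1.71 in A2 and 149 in A3 and the subtilase gene Sobic.001G002400 had 0.0151 FPKM in A1, 0.0226 in A2 and 26.1 in A3. Among kinases, Sobic.001G045000 (matching a calcium-dependent protein kinase) had 14.7 FPKM in A1, 22.3 in A2 and 93.0 in A3 and Sobic.001G523200 (matching a CBL-interacting kinase) had 4.36 FPKM in A1, 4.20 in A2 and 70.5 in A3. On chromosomes 1 and 2 the group held 34 protein degradation genes, with medians of 1.29, 1.69 and 11.2 FPKM in A1, A2 and A3, and 23 of post-translational modification, with medians of 2.20, 2.21 and 15.5 FPKM.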

Other notable categories/pathways enriched in this group include cell wall synthesis, ethylene metabolism, abscisic acid metabolism, metal transporters, and carbohydrate synthesis. In addition, transcription factors belonging to RAV, CO-like, DBB, DOF, ERF, and TALE families are also enriched in group 6.

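The ERF gene Sobic.002G212000, matching RAP2.12 of the oxygen-sensing ERF type, had 22.9 FPKM in A1, 26.2 in A2 and 163 in A3, and the other 5 ERF genes of group 6 on chromosomes 1 and 2 stayed under 10 FPKM, such as Sobic.002G269400 (0.877, 0.451 and 6.75 FPKM in A1, A2 and A3). The Dof genes Sobic.002G236600 and Sobic.001G489900 had 1.48, 2.55 and 18.0 FPKM and 3.43, 3.17 and 15.3 FPKM. The TALE genes Sobic.001G102300 (matching BEL1-like 4) and Sobic.001G525900 had 0.0920, 0.187 and 13.8 FPKM and 0.0416, 0.0331 and 10.6 FPKM.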

One of the key events during pollen maturation is pollen wall development. Pollen wall comprises an outer exine made of sporopollenin, and an inner intine which is composed of cellulose, pectin, and hemicellulose. Cellulose synthase (CESA) and synthase like (CSL) genes in *Arabidopsis* have been shown to play important roles in pollen wall development and tube growth^61,65,66^. *CESA7* ortholog, Sobic.001G224300 and eight cellulose synthase-like genes belonging to CSLD, CSLE, CSLF, and CSLH subfamilies exhibit group 6 pattern. 

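The CESA7 gene Sobic.001G224300, on chromosome 1 from 21485582 to 21489706, was of low abundance, with 0.609 FPKM in A1, 0.482 in A2 and 3.09 in A3. Cellulose synthase-like genes reached higher values. Sobic.002G334400 (rice CSLF3) had 12.4 FPKM in A1, 6.33 in A2 and 66.7 in A3, Sobic.002G237900 (rice CSLE6) had 2.87 FPKM in A1, 4.15 in A2 and 40.2 in A3 and Sobic.002G334300 (rice CSLF9) had 0.0187 FPKM in A1, 0.0385 in A2 and 11.0 in A3. The COBRA-like gene Sobic.002G368100, of cellulose deposition, had 2.29 FPKM in A1, 0.872 in A2 and 26.4 in A3. All 7 genes of the cellulose synthesis class of group 6 on chromosomes 1 and 2 were highest in A3, which is how the group is defined.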

Their increased expression from microspore to mature pollen stage corroborates with potential role in pollen wall synthesis.

Another metabolic checkpoint for pollen maturity is starch accumulation which serves as an energy resource during pollen germination^67^. Manipulation of genes involved in sugar-starch conversion can lead to starch deficiency, leading to sterility, as exemplified by the expression analysis of these genes in male sterile lines of sorghum and maize^67^. We identified nine genes involved in sucrose and starch metabolism, in addition to fifteen sugar transporters, seven genes related to trehalose metabolism, and seven genes involved in sugar and nutrient signalling, in this group. These are important candidates for regulating carbohydrate metabolism during pollen maturation. 

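Among group 6 genes of sucrose and starch turnover, the sucrose synthase gene Sobic.001G378300 had 10.8 FPKM in A1, 14.3 in A2 and 236 in A3, the isoamylase gene Sobic.002G233600 had 12.5 FPKM in A1, 13.1 in A2 and 71.4 in A3 and the beta-amylase gene Sobic.001G508800 had 2.77 FPKM in A1, 1.77 in A2 and 59.9 in A3. Of the trehalose class, Sobic.002G194700 had 16.0 FPKM in A1, 20.5 in A2 and 90.2 in A3 and Sobic.001G303900 had 6.06 FPKM in A1, 8.89 in A2 and 34.3 in A3. The transporter gene Sobic.001G297600 had 3.85 FPKM in A1, 3.51 in A2 and 27.6 in A3 and the polyol/monosaccharide transporter gene Sobic.001G469600 had 4.37 FPKM in A1, 5.42 in A2 and 13.4 in A3. On chromosomes 1 and 2 the group held 5 of 10 sucrose and starch genes and all 5 trehalose genes. It also held 5 of the 12 genes that map to the sugar transport class. Each of these genes was highest in A3, which is how the group is defined.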

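Sobic.004G013500, on chromosome 4 from 1104456 to 1111015, had 0.643 FPKM in A1, 0.502 in A2 and 65.8 in A3. It was 66.2-fold higher in A3 than in A2, and A1 and A2 lay close together, with a log2 of -0.19.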

Rice ortholog of Sobic.004G013500 encodes UTP-glucose-1-phosphate uridylyltransferase (*OsUGP2*) with binucleate and mature pollen stage-preferential expression. *OsUGP2* regulates starch accumulation in pollen^68^. Conversely, rice ortholog (*WDA1; Wax-deficient anther 1*) of Sobic.001G222700 is involved in fatty acid biosynthesis in tapetum and anther walls^69^.

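The WDA1 gene Sobic.001G222700, on chromosome 1 from 21300007 to 21307547, was present from meiosis on and highest with mature pollen, with 30.1 FPKM in A1, 45.7 in A2 and 295 in A3. It was 6.39-fold higher in A3 than in A2. All other genes of Table 1 that were sorted here under pollen wall were lower in A3 than in A2.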

In addition, 17 ethylene and 11 abscisic acid metabolism-related genes including aminocyclopropane carboxylate oxidases (ACCs) and aldehyde oxidases are enriched in this group. 

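Group 6 holds aldehyde oxidase genes, whose products act late in abscisic acid synthesis. Sobic.001G325200 had 11.0 FPKM in A1, 8.95 in A2 and 56.5 in A3, Sobic.002G107000 had 8.96 FPKM in A1, 8.57 in A2 and 47.2 in A3 and Sobic.002G107600 had 2.30 FPKM in A1, 2.08 in A2 and 30.9 in A3. Of the ethylene class on chromosomes 1 and 2, Sobic.001G296300 (matching ERF5) had 0.327 FPKM in A1, 0.400 in A2 and 5.24 in A3 and Sobic.002G137800 had 0.0661 FPKM in A1, 0.0302 in A2 and 3.71 in A3. The 6 abscisic acid genes there had medians of 5.56 FPKM in A1, 6.15 in A2 and 35.9 in A3.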

Ethylene is important for conferring thermotolerance in pollen^70^. Also, recent findings in rice indicate that enhancement of sucrose metabolism in response to ABA signalling is crucial for pollen protection from heat stress^71^. Thus, upregulation of ethylene and abscisic acid signalling may be important for the acquisition of abiotic stress tolerance in pollen. Increase in expression of ethylene and ABA genes during pollen development has also been observed in rice^72^. Furthermore, several key genes involved in jasmonic acid, cytokinin and auxin biosynthesis, and signaling also exhibit group 6 pattern, pointing to coordinated action of different phytohormones in pollen maturation^73^ (Table S3b).

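The auxin-conjugating GH3 gene Sobic.002G361500 (rice OsGH3.8) had 4.40 FPKM in A1, 3.07 in A2 and 513 in A3. In the same class, the neighbouring M20 peptidase genes Sobic.002G093300 and Sobic.002G093500 had 4.52, 4.04 and 235 FPKM and 0.578, 0.985 and 90.7 FPKM in A1, A2 and A3. The lipoxygenase gene Sobic.001G125800, in the jasmonate class, had 12.5 FPKM in A1, 12.5 in A2 and 39.3 in A3, and the histidine kinase gene Sobic.001G113200, a cytokinin receptor match, had 40.5 FPKM in A1, 56.4 in A2 and 199.8 in A3.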

Metal transporters can be important for maintaining metal ion homeostasis in developing pollen. Li and co-workers^74^ showed that magnesium homeostasis is important for pollen development. Disruption of magnesium transporter, *AtMGT4* (*Arabidopsis Magnesium transporter 4*) leads to abnormal pollen development. 

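The NRAMP metal transporter gene Sobic.001G462500 was the most abundant of this class on chromosomes 1 and 2, with 20.5 FPKM in A1, 27.7 in A2 and 99.6 in A3. Sobic.001G374400, coding for a heavy metal-binding protein, had 11.1 FPKM in A1, 16.6 in A2 and 90.2 in A3, and Sobic.001G156800, matching a zinc transporter, had 0.153 FPKM in A1, 0.413 in A2 and 39.4 in A3. Sobic.002G083000, matching a cadmium/zinc ATPase, remained near 1 FPKM in A3, with 0.0845 FPKM in A1, 0.102 in A2 and 1.15 in A3.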

We identified 17 metal transporter genes in group 6 including zinc, cadmium, copper, magnesium, manganese, and iron transporters. Furthermore, 351 genes of group 6 exhibit anther-preferential expression. These include sorghum orthologs of rice *OsMADS3* (Sobic.003G027000), *OsINV4* (Sobic.006G070032), *OsPLIM2b* (Sobic.006G159000), and *MEL2* (Sobic.008G138200) (Table 1). 

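The OsPLIM2b gene Sobic.006G159000, coding for an actin-bundling LIM protein, lies on chromosome 6 from 51718519 to 51720006 and had 0.0935 FPKM in A1, 0.0793 in A2 and 86.2 in A3, 149.7-fold higher in A3 than in A2. The invertase gene Sobic.006G070032 (OsINV4), on chromosome 6 from 43277200 to 43279871, had 0.607 FPKM in A1, 1.34 in A2 and 176 in A3, 96.3-fold higher in A3. The OsMADS3 gene Sobic.003G027000, a floral homeotic regulator, was abundant in A1 and A2 too, with 39.5 FPKM in A1, 41.6 in A2 and 292 in A3. The MEL2 gene Sobic.008G138200 differed least of these, with 3.15 FPKM in A1, 2.62 in A2 and 8.83 in A3 and a log2 of A3 over A2 of 1.58.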

The male sterility of a recessive male-sterile line RI127S in rice has been attributed to loss-of-function mutation in *OsMADS3*^75^. Both *OsPLIM2b* and *OsINV4* have been shown to exhibit mature pollen-specific expression and regulate anther development^49,76^. *MEL2* (*Meiosis Arrested at Leptotene 2*), on the other hand, is involved in translational regulation of several meiotic genes in rice^77^.

#### Group 7 genes regulate secondary metabolite biosynthesis in microspore and mature pollen stages

Group 7 contains 151 genes exhibiting increase in expression from meiotic to post-meiotic stage that sustains in mature pollen stage as well (Fig. 3). 

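The sugar transporter gene Sobic.002G338500 showed this course, with 6.31 FPKM in A1, 76.7 in A2 and 91.0 in A3, and the sucrose transporter gene Sobic.001G488700 peaked in A2, with 0.693 FPKM in A1, 4.14 in A2 and 2.61 in A3. Over 39 genes of the group on chromosomes 1 and 2, the median was 0.0907 FPKM in A1, 1.84 in A2 and 2.27 in A3. In A2, 28 were at least 2-fold higher than in A1. From A2 to A3, 12 were at least 2-fold higher and 15 at least 2-fold lower. A value of 0 was listed in A2 for 11 of the 39 and in A3 for 13.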

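The NAC genes Sobic.001G030800 and Sobic.001G018350, both with a rice match named RD26, had their highest listed value in A2, with 1.25 and 1.07 FPKM there, 0.0963 and 0.0907 FPKM in A1 and 0 listed in A3. The F-box genes Sobic.002G191900 and Sobic.002G191400 had 1.96 and 1.46 FPKM in A2 and were listed at 0 in A3.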

Genes belonging to NAC family of transcription factors and those encoding for secondary metabolites are particularly enriched in this group (Fig. 3). Eighty-one genes of group 7 are anther-preferential, however, rice orthologs of none of them have been functionally characterized, till date.

### Comparative genomic analysis in rice and sorghum emphasize conserved developmental pathways regulating anther development

Though the molecular regulation of anther and pollen development has been well elucidated in several model plants^78–81^, little is known about these processes in sorghum. Comparative genomic approaches provide an opportunity to translate this knowledge in agriculturally important crop plants^31^. However, mere sequence homology is not enough to predict functional conservation among orthologous genes. Comparative expression profiling in analogous stages of development is necessary to identify the functional orthologs with conserved roles^31^.

Recently, Lin and co-workers^82^ generated a co-expression network from different developmental stages of anthers, named RiceAntherNet, by compiling data from 57 microarrays. Using hierarchical clustering of DEGs from nine male sterile mutants corresponding to master regulators of anther development viz., *MSP1* (*Multiple sporocyte 1*), *TDL1*, *GAMYB* (*Gibberellin MYB*), *TIP2*, *UDT1* (*Undeveloped tapetum 1*), *TDR*, *EAT1*, *PTC1* (*Persistent tapetal cell 1*), and *MADS3*, authors identified 29 gene clusters which could be classified into three clades: clade 1 genes specifically expressed in stage 8 and 9 representing tetrads and uninucleate microspore stage, clade 2 genes expressed in stages 2 to 8 harbouring pre-meiotic to tetrad stage anthers, whereas, clade 3 genes expressed in mature pollen (Fig. 4). Out of 764 rice genes comprising clade 1, 2, and 3 of RiceAntherNET, sorghum orthologs of 258 genes were differentially expressed in sorghum anthers as well. Comparison of the gene clusters obtained in our study for sorghum vis-à-vis clades identified in RiceAntherNet revealed interesting parallels (Fig. 4; Table S6). The clade 2 of RiceAntherNet possessed 132 genes. Of these, sorghum orthologs of 48 genes exhibited group 2 pattern. Clade 2 of RiceAntherNet as well as group 2 genes of sorghum in our study exhibited peak expression in premeiotic to tetrad stages of anther development. Similarly, out of 60 clade 1 genes of RiceAntherNet, 22 genes belonged to group 2 and 3 of sorghum, with both these groups exhibiting high expression in tetrad to microspore stages. Furthermore, out of 572 clade 3 genes of RiceAntherNet, sorghum orthologs of 142 genes belonged to group 6, with both clade 3 and group 6 having pollen-specific expression. High concurrence in expression patterns of genes during anther development in rice and sorghum confirm conserved developmental pathways underlying male gametophyte development in grasses.

**Figure 4:**
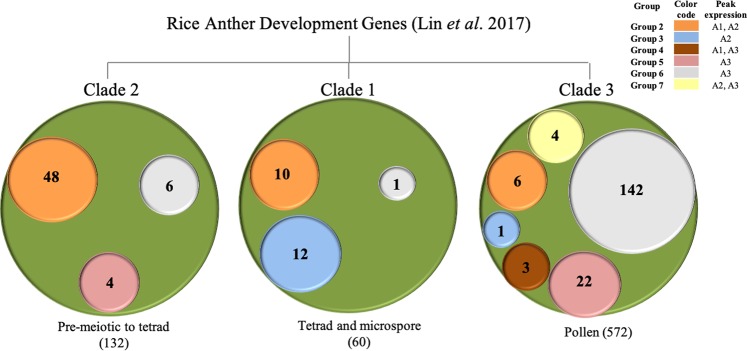
Comparison of sorghum and rice anther transcriptome. Lin and co-workers^82^ identified differentially expressed genes (DEGs) in several male sterile mutants of rice and divided them into three clades based on stage specific expression. Clade 2, 1, and 3 represent premeiotic to tetrad, tetrad and microspore, and pollen-related genes, respectively. A comparison with different groups of DEGs in our data highlighted interesting parallels between two studies. Based on orthology, the clade 2 genes of rice showed maximum common genes with group 2 of our data; clade 1 showed common genes with groups 2 and 3; and clade 3 showed maximum common genes with groups 5 and 6.

In fact, Cigan and co-workers^7^, recently demonstrated conserved role of *SbMs26* (Sobic.001G491400), orthologous to rice *CYP704B2*, in regulating male fertility. Targeted mutagenesis of this gene led to defects in pollen formation. Therefore, collating information about rice orthologs of differentially expressed genes in sorghum anthers is a valid strategy for shortlisting candidates for engineering male fertility in sorghum. Rice orthologs of 63 differentially expressed genes in sorghum anthers have been functionally characterized for their involvement in anther/pollen development using forward and/or reverse genetics approaches (Table 1). Among these, 21 genes exhibit anther-preferential expression and therefore, would serve as important targets for engineering male fertility without off-target effects.

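Over all groups of Table 1, with its genes sorted here by function, 23 of 26 meiosis genes were lower in A2 than in A1 (median log2 -0.29), and 10 of 15 pollen wall and tapetum genes were higher (median 0.95), with pollen wall alone at 0.51 and tapetum alone at 1.33. Quantile normalization put LTPL45 and Sobic.007G164101 (MEL2) on the other side of 0, and median-of-ratios scaling the latter alone. From A2 to A3 the medians were -1.55 for meiosis, -8.86 for pollen wall and -4.92 for tapetum. All 7 pollen genes were at least 2-fold higher in A3, with a median of 6.05, while from A1 to A2 the median was -0.03 (-0.11 with a pseudocount of 0.1). The 8 stress genes went both ways, with 5 higher and 3 lower in A2 than in A1 (median 0.87). From A2 to A3, 5 were at least 2-fold higher and 3 at least 2-fold lower (median 1.63). The 21 anther-preferential genes had medians of 11.7 FPKM in A1, 41.6 in A2 and 8.83 in A3, with 9 of them highest in A2, 7 in A3 and 5 in A1. The 42 others had medians of 12.8, 9.14 and 3.41 FPKM, with 23 highest in A1. Against 10000 random lists matched on mean expression, the A1 to A2 medians lay at percentile 0 for meiosis, 99.99 for pollen wall, 100 for tapetum and for stress, 51.29 for pollen and 75.62 for anther wall. The study chose these genes on the same libraries, so the percentiles are no independent evidence.

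**Figure D1:**
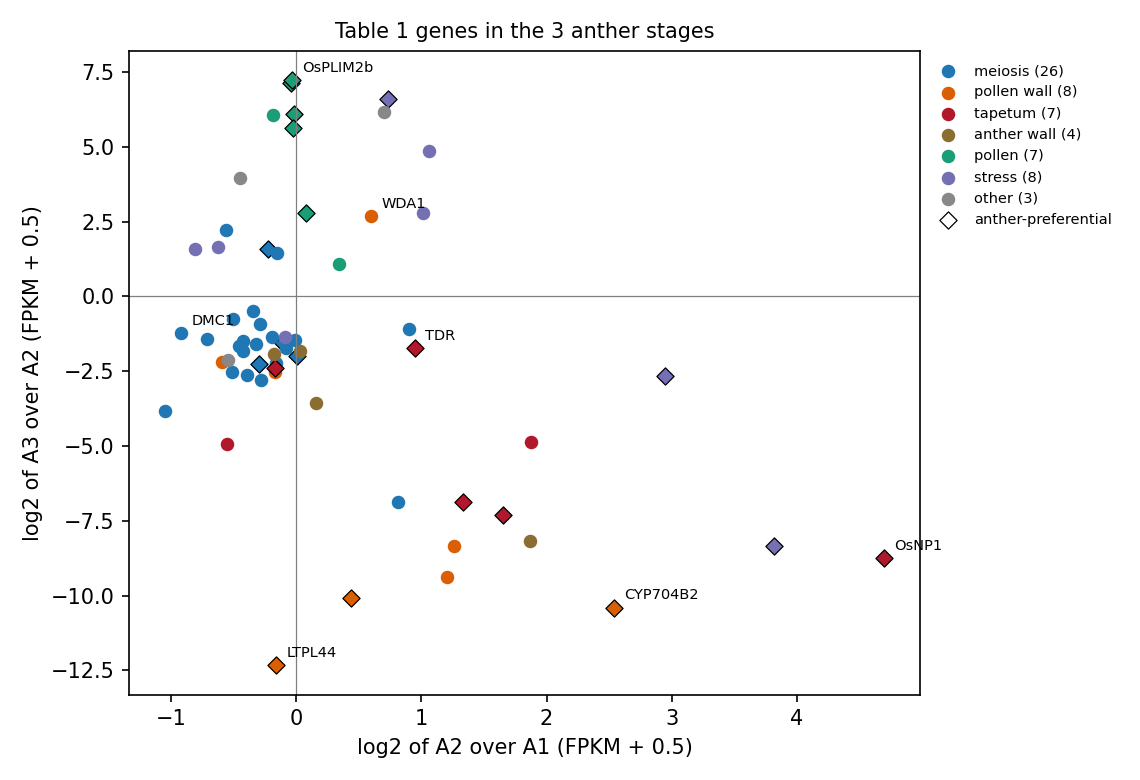
Log2 of A2 over A1 (x axis) and of A3 over A2 (y axis) for the 63 genes of Table 1, on FPKM + 0.5. Each point is a gene coloured by function, diamonds mark the 21 anther-preferential genes, and labels name CYP704B2, LTPL44, OsNP1, DMC1, OsPLIM2b, TDR and WDA1. Meiosis genes gather left of 0, and pollen genes lie above 0 on the y axis.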

### Analysis of *cis*-regulatory elements

The spatial and temporal specificity of gene expression is mediated by specific binding of transcription factors on *cis*-regulatory elements. Therefore, analysis of *cis*-regulatory elements is essential to elucidate mechanistic basis of gene regulation. Several *cis*-regulatory elements have been earlier associated with genes exhibiting anther and/or pollen-specific expression in model species, rice and *Arabidopsis*^83–87^. Based on the published literature, we compiled a list of 65 such elements and queried them separately in 1 kb regulatory regions of differentaily expressed genes. The enrichment analysis was performed separately for each group using regulatory regions of all the genes annotated in sorghum as reference. Notably, 41 out of 65 elements analysed exhibited significant enrichment in the regulatory regions of differentially expressed genes in sorghum anthers (Supplementary Table S7). Most of them have been identified from regulatory regions of tapetum and/or male gamete-specific genes in rice (Supplementary Table S7). Among unique motifs enriched in regulatory regions of group 1 genes is MSACRCYM motif which has earlier been reported from promoter of cell cycle-related genes in *Catharanthus*^84^. This is particularly interesting because cell cycle-related genes are also enriched in group 1 (Fig. 3). An ABA-responsive motif ABRE3HVA22 is specifically enriched in regulatory regions of group 6 genes which are also enriched in ABA biosynthesis/signalling-related genes^84^ (Supplementary Table S7 and Fig. 3). Interestingly, group 7 genes exhibit enrichment of 5659BOXLELAT5659 element which has been shown to be responsible for pollen specific expression of pollen expressed genes, LAT56 and 59, of tomato^84^. These findings hint to a conserved regulatory mechanism for cell/tissue/developmental stage-specific expression of genes regulating male gametophyte development in plants.

### Validation of RNA-seq data by qRT-PCR analysis

To validate the expression patterns of differentially expressed genes in the three anther stages, we selected ten representative genes exhibiting varied expression patterns (Supplementary Table S8). Rice orthologs of five of these genes have been earlier shown to perform crucial functions during anther development in rice (Table 1). Except one gene which exhibited Pearson’s correlation coefficient of 0.49 with the RNA-seq data, expression patterns of all other genes showed good correlation ranging from 0.80 to 0.99 between two techniques, indicating high reproducibility of the transcriptomic data (Fig. 5).

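For the 10 genes of Fig. 5, the sequencing values took different courses. Sobic.006G267400, on chromosome 6 from 60066240 to 60067105, was abundant until the microspore stage, with 2397 FPKM in A1, 2936 in A2 and 0.351 in A3. Sobic.004G180301, on chromosome 4 from 53283342 to 53283749, was 160.0-fold higher in A2 than in A1 and stayed high, with 6.35 FPKM in A1, 1096 in A2 and 1577 in A3. Sobic.010G164500, on chromosome 10 from 48651083 to 48652795, was 888-fold higher in A3 than in A2, with 0.688 FPKM in A1, 0.988 in A2 and 1320.5 in A3. Sobic.009G036100, on chromosome 9 from 3308618 to 3309109, dipped in A2, with 19.6 FPKM in A1, 3.71 in A2 and 160.4 in A3. The qRT-PCR measurements themselves were not analysed here.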

**Figure 5:**
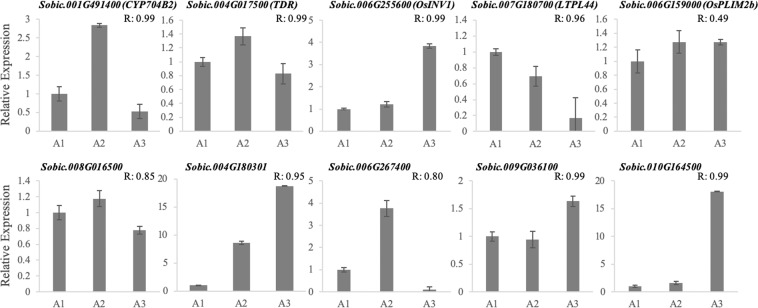
Relative expression of ten genes in anther stages measured by qRT-PCR. Expression of ten genes exhibiting varied expression patterns in RNA sequencing data was analyzed using qRT-PCR. The locus IDs of genes are given on the top with corresponding rice orthologs (if characterized). The Pearson’s correlation coefficient (R) value for each gene indicating correlation between qRT-PCR and RNA-seq data is given on the top right corner.

Overall, transcriptional trajectories collated with enriched pathways and functions of rice orthologs depict conserved molecular cascade underlying progression of anther development in sorghum (Fig. 6). The genes belonging to these cascades will serve as valuable resource for engineering male sterility in sorghum with potential applications in hybrid breeding, eliminating pollen allergens and avoiding gene flow from genetically modified plants. The expression of ribonuclease *barnase* genes driven by anther/pollen-specific promoter has been extensively used for engineering male sterility in other crop plants^88–90^. Therefore, the regulatory elements of shortlisted 21 anther-preferential genes would be important candidates for driving tissue-specific expression. To facilitate this, anther expressed genes can be experimentally validated for their tissue specificity using reporter genes. Another strategy would be to engineer male sterility by targeted mutagenesis of anther-specific genes using CRISPR/cas9 or gene silencing strategies. The genetically engineered male sterile lines would then be assessed for genetic stability, heterosis and, potential linkage with unwanted traits using empirical approaches^91,92^. Recently, we have reported small RNA profiles of meiotic and post-meiotic anthers in sorghum. Interestingly, several of the differentially expressed genes in anthers are also miRNA targets providing additional opportunity to engineer male sterility by targeting non-coding RNAs^93,94^.

**Figure 6:**
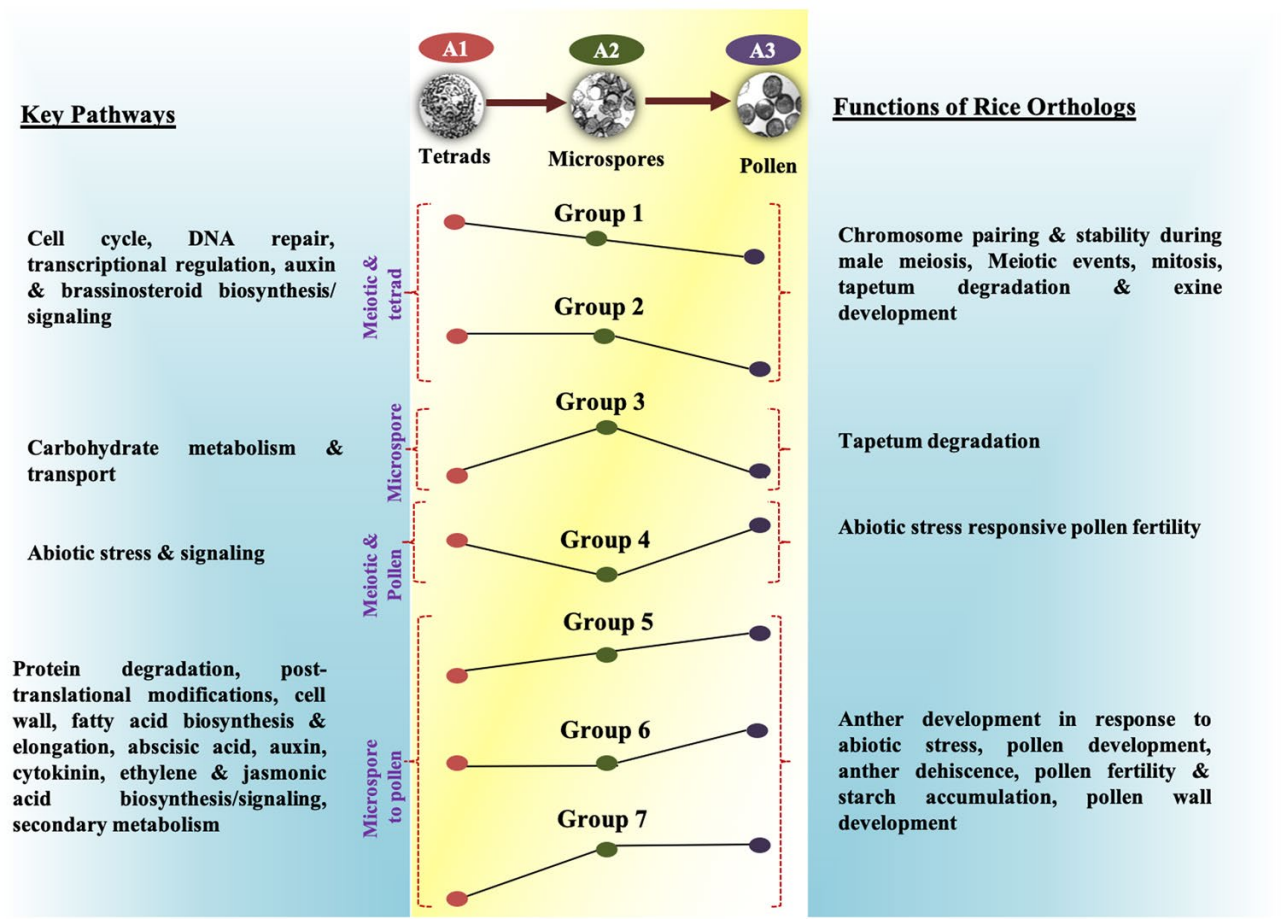
Overview of dominant patterns and associated functions. Four different types of patterns representing premeiotic to tetrad stage preferential expression, microspore-preferential, early and late pollen-preferential and mature pollen preferential patterns are shown in the middle. The key pathways associated with each category are shown on the left, while right panel indicating key functions exhibited by rice orthologs of sorghum genes identified in these categories.

## Methods

### Staging and harvesting of anther samples

*Sorghum bicolor* variety M35-1 plants were grown at the ICAR-Indian Agricultural Research Institute, New Delhi, India. The panicles were collected at different stages of development based on the position of flag leaf ranging from pre-emergence to fully emerged panicles, so as to harvest the anthers involving meiotic to mature pollen stages. The length of anthers, dissected from panicles at different stages of development, were measured and recorded. Freshly extracted anthers, based on their length, were categorized into three stages and stored in separate tubes containing TRIzol^TM^ reagent with stage A1 containing anthers of lengths smaller than 1.5 mm, stage A2 containing 1.6 to 2.0 mm anthers and, stage A3 containing 2.5 to 3.0 mm anthers. Three replicates of anthers collected for each stage were snap frozen in liquid nitrogen and stored at −80 °C. About 15–20 anthers from each stage were simultaneously stored in a fixative (ethanol and glacial acetic acid in 3:1 ratio) at 4 °C for microscopic analysis.

### Microscopic analysis

To confirm the staging of anther development, microscopic analysis was performed with the anthers sampled from each stage (A1-A3) using a published protocol with minor modifications^95^. Briefly, anthers were dehydrated using ethanol gradient (50%, 80%, 90% and 100%) for 1 hour each followed by two washes of 100% and 90% acetone for one hour each. Anthers were cleared in 100% and 90% xylene for one hour each and, passed through two changes of paraffin wax at 75 °C for 1.5 hours each. Further, 5 µm sections were obtained from the embedded tissue using a Leica RM2235 microtome (Leica, Germany). Samples were deparaffinized in xylene and again passed through graded ethanol series for 2–3 minutes each. Finally, the sections were washed in running tap water and stained with toluidine blue O for 15–20 seconds. Excess stain was removed by rinsing with tap water. Sections were dried, mounted using resinous mounting medium and viewed using bright field microscope (Nikon, Eclipse 80i).

### RNA isolation, library preparation and sequencing

Total RNA was extracted from anther tissue using TRIzol^TM^ reagent as per manufacturer’s instructions (Invitrogen) with minor modifications. Briefly, anthers suspended in 200 µl of TRIzol^TM^ were crushed finely using epi-pestles. To the grinded sample, 800 µl of TRIzol^TM^ was added and mixed by inverting the tubes. After 5 min incubation at room temperature (RT), tubes were centrifuged at 10,000 rpm for 10 min at RT to remove the debris. To the supernatant, 200 µl of chloroform was added followed by centrifugation at 13000 rpm for 10 min at RT. To the supernatant, half volume of 7.5 M ammonium acetate was added and mixed gently. Samples were centrifuged at 12000 rpm for 10 min. To the supernatant collected in fresh tube, 3 volumes of chilled ethanol was added, and tubes were stored at −20 °C overnight for RNA precipitation. Next day, samples were centrifuged at 10,000 rpm for 5 min at 4 °C. The pellet was washed twice with 75% chilled ethanol, dried at RT and dissolved in RNAse free water. The quantity and quality of RNA samples were determined using agarose gel electrophoresis, Nanodrop^TM^ 2000 and Agilent 2100 Bioanalyzer. Only RNA samples with RIN value >8 were used for library preparation. The sequencing libraries were prepared using TruSeq^®^ Stranded Total RNA kit using manufacturer’s instructions and sequenced using Illumina HiSeq 2500 paired-end sequencing with an average read length of 100 bp. The RNA-seq data has been submitted to NCBI Gene Expression Omnibus (GEO) and can be accessed using its assigned accession number, GSE141035.

### Data analysis

Low-quality reads with Phred score <30 were filtered and adapters were trimmed using AdapterRemoval version 2.2.0^96^. From the pre-processed reads, ribosomal RNA sequences were removed by aligning the reads with SILVA database^97^ using Bowtie version 2.2.9 with default parameters. Reference genome sequence and annotations of sorghum were downloaded from Phytozome (URL: https://genome.jgi.doe.gov/portal/pages/dynamicOrganismDownload.jsf?organism=Sbicolor). High quality reads were aligned to the sorghum genome using STAR aligner^98^ using default parameters. The aligned reads were used for estimating expression of the genes and transcripts using StringTie version 1.3.3b^99^. The correlation between biological replicates was calculated using Spearman’s correlation coefficient using R.

Pairwise differential expression analyses between different developmental stages was performed using cuffdiff program of cufflinks package^100^. The transcripts with log_2_ fold change ≥1 (up-regulated genes) or ≤−1 (down-regulated genes) and q-value cut off ≤0.05 were considered as differentially expressed. FPKM values of differentially expressed transcripts were used for clustering the data using K-means clustering in MultiExperiment Viewer (MeV)^101^. Pathway analysis was carried out using MapMan^102^ with Sbicolor_79 1.0 mapping file (https://mapman.gabipd.org/mapmanstore), and enrichment of pathway sub-categories was determined using hypergeometric test (p-value ≤0.05). Further, p-values were corrected using Benjamini-Hochberg multiple-testing correction (false discovery rate (FDR) < 0.05). The information about transcription factors in sorghum was extracted from ‘Plant Transcription Factor Database’^103^ and used for enrichment analysis using hypergeometric test (p value ≤0.05). The p-values were corrected using Benjamini-Hochberg test (FDR < 0.05). The information of the rice as well as *Arabidopsis* orthologs was obtained from Phytozome v3.1.1 (https://phytozome.jgi.doe.gov/pz/portal.html). Rice genes, previously characterized for their role in anther development, were extracted from FunRiceGenes database^104^ (URL: https://funricegenes.github.io/). The phytohormone-related genes from rice were obtained from published literature^28^ and the information about their sorghum orthologs was extracted from Phytozome v3.1.1 (https://phytozome.jgi.doe.gov/pz/portal.html). To identify anther-preferential genes, publicly available expression data from 47 RNA sequencing experiments corresponding to different stages of root, shoot, leaf, panicle and seed development as well as stress treatments, was downloaded using “PhytoMine” tool available at Phytozome database. The genes exhibiting FPKM > 1 in any of the vegetative or seed stages with or without treatment were filtered from differential expressed gene set to extract anther-preferential genes.

### Analysis of *cis*-regulatory regions

To assess the enrichment of known motif elements in the regulatory regions of differentially expressed genes in anthers, sequences corresponding to 1 kb regulatory regions of all the differentially expressed genes were downloaded using BioMart tool of Phytozome (https://phytozome.jgi.doe.gov/biomart/martview/f7080098cbb5de1a01647b16a4422139). The list of 65 known motifs implicated in anther/pollen development was compiled from literature^83–87^ and separately queried in the regulatory regions of genes belonging to each cluster of DEGs using CentriMo tool under MEME suite (http://meme-suite.org/tools/centrimo) with default parameters. For enrichment analysis, dataset of 1 kb promoter regions of all sorghum genes was used as reference.

### qRT-PCR analysis

RNA was extracted from three biological replicates of each anther stage as described above. cDNA was prepared using iScript™ cDNA Synthesis Kit (Biorad) and qPCR was carried out using EvaGreen dye (G-Biosciences) on a CFX96 Real Time System (BioRad) following manufacturer’s instructions. Briefly, a 10 μL reaction was prepared using 5 μL EvaGreen dye, 1 μL primer (each primer), 1 μL of diluted cDNA template and 2 μL of nuclease free water. Reaction conditions were as follows: 95 °C for 2 mins, followed by 40 cycles of 15 s at 95^◦^C and 30 s at 60 °C. After amplification, melt curves were analysed to ensure primer specificity in each reaction. Relative transcript expression levels were obtained using the double delta C_T_ (ΔΔC_T_) method. Eukaryotic Initiation Factor 4α (eIF4α) was used as an internal control^105,106^. The expression values were expressed as mean ± SD. The primers used for the qRT-PCR are listed in Supplementary Table S7. Pearson’s correlation coefficient (R) was calculated between the expression values obtained using RNA sequencing and qRT-PCR analysis for each gene.

## Supplementary information

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

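RNA of whole sorghum anthers was measured at 3 stages (A1, A2 and A3) in 9 libraries, 3 per stage, prepared with a stranded total RNA kit. The authors trimmed adapters and low-quality bases with AdapterRemoval, removed rRNA reads by alignment to SILVA with Bowtie2 2.2.9, aligned the remaining reads with STAR, assembled and quantified transcripts with StringTie 1.3.3b and compared stages with cuffdiff. The FPKM values were deposited by the authors as 1 value per locus and stage, with the replicates already combined, so they are in FPKM units and on a linear scale. All 1594 genes of the part of Table S3A used here carry the FPKM of the deposited table to within 0.001 FPKM plus 0.1% of the value.

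Everything below was computed from these values with python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. A gene ID was counted as expressed in a stage when its locus was above 0. Loci with several gene IDs (1007, with 2103 IDs) gave their value to each ID in counts of genes and were counted as 1 locus in counts of loci. Log2 values and folds were taken after adding 0.5 FPKM, over loci with a gene ID and a value above 0 in at least 1 stage. A locus was counted as higher or lower at a fold of at least 2. Correlations between stages are Spearman coefficients over the same loci. Each locus with such a fold was given the shape with which its 3 log2 values correlated best (Pearson), out of 8 templates for the 7 groups. The templates were a decline or a drop after A1 (group 1), high in A1 and A2 (group 2), high in A2 (group 3), high in A1 and A3 (group 4), a stepwise increase (group 5), high in A3 (group 6) and high in A2 and A3 (group 7).

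The tests planned before the data were examined (limma with Benjamini-Hochberg correction, camera, leaving out replicates, a replicate or library series term) need values per replicate and were not run. No difference between stages was therefore tested here, apart from the paper's own cuffdiff calls, and the precision of each value is unknown. Reads per locus were not used here, and the depth per library is that of the paper's Table S1, with 961496177 aligned reads over all 9 libraries.

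The genes of Table 1 were sorted here into lists by function, and this sorting is not the paper's. For several genes the list goes beyond the function that Table 1 gives. OsCycB1 (G2/M phase) went under meiosis, Ctb1 (anther length) under stress and LTPL45 (expressed in uninucleate microspores) under pollen wall. ORMDL (sphingolipid homeostasis) went under pollen and ARF8 (anther dehiscence) under anther wall. For these lists, the median log2 of a list was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. The gene descriptions planned for this purpose came from a RefSeq table that matched 0 of the gene IDs, so functions were taken from Table 1, the text and the matches and pathway classes of Table S3A. The 1594 genes of that table used here lie on chromosome 1 (963) and chromosome 2 (631). Which of its pathway classes to tally followed the classes that the text names for each group, and this choice was made after the data were seen. No enrichment was tested. Named genes are those the paper names by ID in the text, Table 1 or Fig. 5. To these were added, among described genes, the 8 with the largest log2 value in each direction of each comparison and the 5 with the highest value in each stage. This rule was written for genes that pass a test in all replicates and was applied here without that condition. Further genes were picked from the tallied classes, the genes found in a single stage or in 2 stages, and the most abundant loci after their values were seen. Positions are the deposited ones with 1 added to the start, which met 744 starts of the RefSeq table against 170 without it.

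The alternatives tried were pseudocounts of 0.1 and 1, a mean FPKM of at least 1, median-of-ratios scaling, quantile normalization, expression minimums of 0.1 and 1 FPKM, Pearson in place of Spearman coefficients, K-means with 16 clusters and shapes from 2-fold steps. A further 4 settings were added after the data were seen, namely all loci, loci with 1 gene ID, a pseudocount of 0.01 and a value of 1 FPKM in place of 0. The last of these was run without a pseudocount. The counting of folds and shapes was tested on simulated data with 28244 loci, 200 changed loci per shape and an assumed noise of 0.1 on the log2 scale. Of changed loci at 1 FPKM or more, a simulated 4-fold difference was found for 100% in each shape, and 0 unchanged loci reached 2-fold. That 0 follows from the assumed noise, which was the same at every FPKM, and loci at 0 in A1 were left out. It therefore says nothing about false 2-fold calls in the deposited values. At a simulated 2-fold difference, which is the threshold itself, 29.4% to 50.9% of changed loci at 1 FPKM or more and 18.5% to 27% of all changed loci were found. Of all changed loci, low ones included, 60% to 70.5% were found at a simulated 4-fold difference, because the pseudocount shrinks folds of low values. Of 100 random lists of 20 genes, 6 fell outside the middle 95%, and 95 of 100 lists moved by 1 SD lay above it. The qRT-PCR measurements, the network and promoter analyses and the vegetative tissues of the paper were not analysed here.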

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

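No test in this part was chosen after its result was seen. The results below come from data that the paper does not discuss, loci of the assembly that carry no gene ID.

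In all, 123 loci with no gene ID were above 100 FPKM in at least 1 stage, 82 of them highest in A3, 23 in A1 and 18 in A2. The locus MSTRG.7870, on chromosome 2 from 65407521 to 65413917, had the highest value of all loci in A1, with 23615 FPKM there, 12108 in A2 and 8.69 in A3. It has the same span as Sobic.002G270500, which was at 16.7 FPKM in A2 and 40.0 in A3, and follows directly on the lipid transfer gene LTPL45. The locus MSTRG.1672, on chromosome 1 from 14884462 to 14884929, had 2896 FPKM in A1, 10948 in A2 and 14075 in A3. The locus MSTRG.10249, on chromosome 3 from 8315636 to 8316377, had 1865 FPKM in A1, 9989 in A2 and 7052 in A3. Loci with no gene ID held 12.1% of the summed FPKM in A1, 14.8% in A2 and 17.4% in A3.

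Pieces of annotated genes that the assembly kept apart are a candidate explanation for these loci. Of the 123 loci, 29 (23.6%, Wilson 95% interval 16.9% to 31.8%) overlap a locus with a gene ID or lie within 500 bp of one. That is between the 20% and 50% set as limits before the count, and of all 6823 loci with no gene ID above 0 the share was 18.3%. The explanation therefore stays open, and most of the 123 had no locus with a gene ID within 500 bp. Wider distances were not counted. MSTRG.1672 lies 1262 bp and MSTRG.10249 lies 2028 bp from the nearest locus with a gene ID. No biological explanation was tested.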

How the results depend on the processing

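The settings with all loci, with 1 gene ID per locus, with a pseudocount of 0.01 and with 1 FPKM in place of 0 were chosen after the data were seen. No paired analysis was possible because each stage has a single value, into which the replicates were combined. For the same reason the terms for replicate number or library series, the pairs by library series, the comparisons on 6 libraries, the counts without a fold threshold, the fits without a variance trend, the refits without each replicate, camera with an estimated correlation and the expression minimums per replicate were not run. Having no filter is the same as the setting reported, which takes each locus above 0. Under 4 other settings, the medians of 5 lists over all groups of Table 1 (meiosis, pollen wall with tapetum, stress, pollen and anther wall) kept their sign, and so did each log2 value at 2-fold or more of 87 named genes. Medians of lists within a group, and of pollen wall and tapetum apart, were not run under other settings.

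At a minimum of 1 FPKM, 20929 gene IDs were expressed in any stage, 17643 in A1, 18006 in A2, 18655 in A3 and 15625 in all 3, with 227 in A1 only, 443 in A2 only, 2509 in A3 only, 1604 in A1 and A2 only, 334 in A2 and A3 only and 187 in A1 and A3 only. At 0.1 FPKM, 247 were in A1 only, 497 in A2 only, 2451 in A3 only, 1172 in A1 and A2 only, 561 in A2 and A3 only and 319 in A1 and A3 only. A higher minimum by its construction moves genes with a low value out of a stage.

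The Pearson coefficient of log2 values was 0.982 for A1 and A2, 0.804 for A1 and A3 and 0.801 for A2 and A3. Over loci with a mean FPKM of at least 1, the Spearman coefficient was 0.598 for A1 and A3 and 0.601 for A2 and A3, and the cause was not tested.

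With a pseudocount of 0.1, 1419 loci were at least 2-fold higher and 548 at least 2-fold lower in A2 than in A1, and with all loci 372 were lower. The smaller pseudocount shrinks folds of low values less, and the setting with all loci counts more loci. All other counts of loci at 2-fold stayed within 1.5 times the reported count under each setting run. The share of loci with the shapes of groups 2 and 6 was 77.0% with a pseudocount of 0.1, 81.5% with 1, 82.2% with a mean FPKM of at least 1, 78.1% with all loci, 91.1% with K-means and 87.9% with 2-fold steps, and the cause was not tested.

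For the lists of Table 1, a pseudocount of 0.1 gave a median log2 of A3 over A2 of -1.87 for meiosis genes and 7.91 for pollen genes, and of A2 over A1 of -0.11 for pollen genes. For 87 named genes, 261 log2 values were recomputed under 4 settings. On the other side of 2-fold were 7 with a pseudocount of 0.1, 7 with a pseudocount of 1, 11 with quantile normalization and 2 with median-of-ratios scaling. Of the other sign, all at less than 2-fold, were 5 with quantile normalization and 1, the log2 of A2 over A1 of MEL2 Sobic.007G164101, with median-of-ratios scaling. The scaling factors of the stages were 0.988, 0.997 and 1.02.

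With values combined over replicates and no counts, neither the spread nor the counting error of any value is known, and values far below 1 FPKM are the least certain.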

Differences from the paper's values

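The setting with 1 FPKM in place of 0, which also leaves out the pseudocount, was chosen after the values were seen. The counts of loci below rest on a fold of at least 2 alone, whereas the paper's counts of differentially expressed genes also require a q value, which could not be computed here. The thresholds are thus not the same.

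For A2 against A1, 896 loci were higher (195 in the paper) and 228 lower (33 in the paper). For A3 against A2, 5067 were higher (2417 in the paper) and 3868 lower (1797 in the paper). For A3 against A1, 5341 were higher (2585 in the paper) and 3877 lower (1863 in the paper). Over all 3 comparisons, 10351 loci were at least 2-fold apart (5286 in the paper). Of the alternatives set before the data were examined, none brought any of these 7 counts within 1.5 times the paper's count. These were pseudocounts of 0.1 and 1, a mean FPKM of at least 1, median-of-ratios scaling and quantile normalization.

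The paper assigns each gene to a group by clustering. Of 1594 genes on chromosomes 1 and 2, 1395 followed the shape of their group here, among them all 23 of group 1, 532 of 587 in group 2, 47 of 57 in group 3 and 674 of 675 in group 6. The tally goes against the shape in group 4, with 9 of 49, where 36 had the shape of group 6, and in group 7, with 11 of 39, where 13 had the shape of group 3. In group 5, 99 of 164 followed their shape and 64 had that of group 6. With 1 FPKM in place of each 0 and no pseudocount, 1497 of the 1594 followed their shape. These included 33 of 49 in group 4, 144 of 164 in group 5 and 33 of 39 in group 7, while group 3 had 42 in place of 47. Only 91 of the 1594 genes had a 0, so part of the gain comes from leaving out the pseudocount.

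Of the 63 genes of Table 1, 54 followed the shape of their group. The 9 others are OsDIL (here of the shape of group 2), ZEP1 Sobic.001G415800 and PAIR3 (group 1) and both OSIPA genes, OsPCBP, OsINV1 and both MID1 genes (group 6). The paper places Sobic.003G211300 among genes that peak in A1, while its values were 0 in A1, 1.45 FPKM in A2 and 1.06 in A3. The paper places OsHSP18.2 and CYP71E1 among genes that are high in A1 and A3. OsHSP18.2 had 11.5 FPKM in A1, 0.990 in A2 and 2.43 in A3, and CYP71E1 had 0, 0.0122 and 2.21 FPKM. Of the same group, OsCML16, MID1 and OsABA8Ox3 were lowest in A2 and highest in A3.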

Other observations

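The test on the scaling of the stages, the tests of the small pseudocount on genes with and without a 0, and the values other than 1 FPKM in place of a 0 were chosen after the result was seen.

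Expansin genes lie side by side on chromosome 1 and appear with mature pollen. Sobic.001G539700 (80252891 to 80254162), Sobic.001G539760 (80254494 to 80255132), Sobic.001G539820 (80262808 to 80264107) and Sobic.001G539880 (80269107 to 80270402) all match Arabidopsis expansin B2, a wall-loosening protein. In A3 they were at 16.3, 29.9, 83.5 and 113 FPKM, and in A2 all were listed at 0. A further pair with that match, the OSIPA genes of Table 1, lies near 59 Mb of the same chromosome.

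Several abundant histone genes were highest in A1. Sobic.001G529400 had 373 FPKM in A1, 241 in A2 and 50.9 in A3, Sobic.002G276000 had 319 FPKM in A1, 183 in A2 and 38.2 in A3, Sobic.002G059200 had 142 FPKM in A1, 103 in A2 and 11.7 in A3 and Sobic.002G210500 had 172 FPKM in A1, 119 in A2 and 46.9 in A3. In contrast, some genes of sizeable expression were listed at exactly 0 in a single stage. In A3 this held for 33 loci with a gene ID that were at 1 FPKM or more in both other stages, against 6 in A1 and 1 in A2. Examples are Sobic.006G122300 (45.6, 128 and 0 FPKM in A1, A2 and A3), Sobic.001G511600 (27.3, 26.5 and 0 FPKM), Sobic.010G048200 (20.8, 46.7 and 0 FPKM) and, with the 0 in A2, Sobic.004G087050 (4.95, 0 and 1.34 FPKM). With loci that have no gene ID included, there were 97 such loci for A3, 7 for A1 and 6 for A2. MSTRG.32411, with no gene ID, had 3200 FPKM in A1, 0 in A2 and 7060 in A3. Whether a listed 0 means absence of a transcript cannot be told without read counts.

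In the paper's Table S1, 3 libraries, 1 per stage, have 97.94% to 98.16% of their reads aligned, and the 6 others 81.93% to 88.13%. The lowest shares, 83.09% and 81.93%, are those of A3 libraries. In the matrix of the paper's Table S2, which differs from its list of pairs for A1, the mean correlation between libraries is 0.929 within A1, 0.907 within A2 and 0.900 within A3. Between stages it is 0.929 for A1 and A2, 0.726 for A1 and A3 and 0.718 for A2 and A3.

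Of 252 genes of groups 4, 5 and 7 on chromosomes 1 and 2, 133 lack the shape of their group on the log2 scale used here, 63 with a stage listed at 0 and 70 with none. A candidate explanation is that a 0 entered the clustering as a log2 of 0. With 1 FPKM in place of the 0 and no pseudocount, 51 of the 63 (81.0%, Wilson 95% interval 69.6% to 88.8%) had their shape. The interval includes the 80% set as the limit. Without a pseudocount, 40 of the 70 genes with no 0 had their shape as well. The replacement was not run with the pseudocount kept, so the 51 cannot be credited to the replaced 0 alone. Other values in place of the 0, again without a pseudocount, gave 0% at 0.01 FPKM, 14.3% at 0.1, 65.1% at 0.5, 98.4% at 2 and 79.4% at 4. Without a pseudocount, a 0 treated as a value well above 0.1 FPKM thus goes with the groups, and 1 FPKM is not singled out. The pseudocount of 0.5, which hides differences between low values, is the other explanation tested, and with a pseudocount of 0.01, 34 of the 133 (25.6%) had their shape, 0 of those with a 0 and 34 of the 70 others (48.6%). For genes with a 0 that test decides nothing, since a smaller pseudocount only lowers the 0 further, and the explanation stays open.

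In Table 1, 23 of 26 meiosis genes were lower in A2 than in A1, 1 of them at least 2-fold, and 10 of 15 pollen wall and tapetum genes were higher, with list medians 1.24 apart on the log2 scale. A common factor per stage moves both medians alike, so that distance, looked at only after it was seen, is no test of the scaling. With median-of-ratios scaling the medians were -0.31 for meiosis and 0.93 for pollen wall and tapetum, and with quantile normalization -0.31 and 0.72. The difference between the lists was not tested, the lists were chosen on these libraries and no replicate values were used, so technical and biological explanations stay open.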
